# Slowest possible replicative life at frigid temperatures for yeast

**DOI:** 10.1038/s41467-022-35151-2

**Published:** 2022-12-06

**Authors:** Diederik S. Laman Trip, Théo Maire, Hyun Youk

**Keywords:** Systems biology, Biophysics, Biological physics, Multicellular systems

## Abstract

Determining whether life can progress arbitrarily slowly may reveal fundamental barriers to staying out of thermal equilibrium for living systems. By monitoring budding yeast’s slowed-down life at frigid temperatures and with modeling, we establish that Reactive Oxygen Species (ROS) and a global gene-expression speed quantitatively determine yeast’s pace of life and impose temperature-dependent speed limits - shortest and longest possible cell-doubling times. Increasing cells’ ROS concentration increases their doubling time by elongating the cell-growth (G1-phase) duration that precedes the cell-replication (S-G2-M) phase. Gene-expression speed constrains cells’ ROS-reducing rate and sets the shortest possible doubling-time. To replicate, cells require below-threshold concentrations of ROS. Thus, cells with sufficiently abundant ROS remain in G1, become unsustainably large and, consequently, burst. Therefore, at a given temperature, yeast’s replicative life cannot progress arbitrarily slowly and cells with the lowest ROS-levels replicate most rapidly. Fundamental barriers may constrain the thermal slowing of other organisms’ lives.

## Abstract (web summary)

It is unclear what constraints exist on cellular life in frigid environments. Here, the authors demonstrate that reactive oxygen species and gene-expression speed impose a barrier to replication at low temperatures in yeast, with lower levels enabling quicker replication, and develop a model to describe this phenomenon.

## Introduction

An important question is how countless biochemical reactions collectively dictate life’s pace. There is the familiar, loosely defined notion of life progressing at some rate towards death. But a major challenge is rigorously defining and quantifying this rate, even for one cell, and then determining how each intracellular process affects this rate. From the perspective of physics, resolving this conceptual challenge would advance our understanding of how living cells keep themselves out of thermal equilibrium. Of particular interest is determining whether constraints exist on the rate at which a cell’s life can progress. Such constraints would mean that there are physical limitations to the cell’s ability to keep itself out of thermal equilibrium by using nutrients to maintain and build a copy of itself (i.e., divide into two cells). Without invoking any molecular mechanisms, one can reason that a cell cannot take an arbitrarily short duration to self-replicate. But it is unclear, even at the level of a conceptual reasoning that does not require molecular details, whether a cell cannot take an arbitrarily long time to self-replicate. For example, would it be possible for a cell to take 10 years to progress through the cell cycle without stopping (i.e., have a doubling time of 10 years)? How would intracellular processes drive life at such a slow pace? If not, then why not? By using the budding yeast (*S. cerevisiae*) as a model system, we sought to quantify the pace at which each cell can traverse through the eukaryotic cell cycle and then determine whether this pace could be arbitrarily slow. We studied yeast at frigid temperatures (0–5 °C) at which intracellular processes are expected to be extremely slow, though the exact speed remains unknown for many processes^1^. Frigid temperatures are also relevant for understanding organisms that cannot regulate their internal temperatures—such as microbes, plants, and cold-blooded animals—that frequently inhabit frigid environments. Researchers have discovered specific genes, stress responses, and epigenetic mechanisms that contribute to sustaining a cell’s life in frigid environments^2–4^. But, beyond a few specific mechanisms^1, 5–10^, we currently do not know how an interplay of myriad processes dictate and potentially constrain a cell’s progression in life at frigid temperatures.

It is unclear whether and how the budding yeast can live at low temperatures due to conflicting observations. Two popular views argue that yeast cannot survive and/or proliferate at sufficiently low temperatures. One view proposes that essential processes such as transcription and molecular transport are too slow for sustaining cell proliferation at sufficiently low temperatures^1, 8^. A complementary view proposes that yeast cannot proliferate at sufficiently low temperatures due to physical damages caused by their cell membranes becoming too rigid, proteins denaturing, oxidative stresses, and other events^1, 5, 9, 10^. Yeast can repair such damages by, for example, expressing genes to fluidify their membranes, (re-)folding proteins with chaperones, and responding to oxidative stresses^1, 8–10^. But at sufficiently low temperatures, the damage from various sources is thought to be too severe that yeast cannot survive and divide^5, 9, 11^. Importantly, how much each type of damage is responsible for causing yeast to die at frigid temperatures is unclear (i.e., exactly why a yeast fails to divide and survive at sufficiently low temperatures, and what determines that a temperature is sufficiently low, remains unknown). Despite the two popular views mentioned above, daily experience shows that some baker’s yeast cells in an isogenic colony can evidently proliferate, albeit slowly, when stored in a refrigerator, and that fungal colonies can appear on refrigerated foods after months. Moreover, cellular processes can remain active despite being slow^6, 8, 11^. These daily-life observations, however, are often made in settings in which temperature is not well controlled. They do not reveal rigorous insights or any constraints on a cell’s life in frigid environments.

Our study starts with a discovery of yeast cells helping each other live at frigid temperatures: they secrete and extracellularly accumulate glutathione—an antioxidant—to inactivate harmful Reactive Oxygen Species (ROS) which naturally arise and are the key cause of death for yeast at frigid temperatures. We found how the abundance of intracellular ROS determines yeast’s ability to grow, divide, and survive at frigid temperatures by continuously monitoring individual cells for weeks to months and by using single-cell-level analyses. We found that all these effects of ROS are due to one mechanism: ROS elongates the G1 (growth) phase of the eukaryotic cell cycle, thereby continuously increasing the cell size while inhibiting the entrance into the S-G2-M (replicative) phase. Crucially, we find that frigid temperatures impose a threshold concentration of ROS, with a corresponding threshold amount of time for staying in G1, so that cells with more than an above-threshold amount of ROS (staying longer in G1 than the threshold duration) burst without dividing. An interplay of ROS and global gene-expression dynamics determines the threshold duration for exiting G1 at frigid temperatures. A simple mathematical equation, exhibiting a power–law relationship, summarizes our findings into a coherent picture: a cell can self-replicate by completing the cell-cycle at any speed that lies between two speed limits—shortest and longest allowed doubling times—that are specific to each temperature. Crucially, our work suggests that the longest allowed doubling time increases without an upper bound as the temperature decreases towards the freezing point of the growth medium. Hence yeast’s life can be slowed down to an arbitrarily slow pace. However, we found that such ultra-slow self-replication, while possible, becomes exceedingly unlikely as temperature approaches the freezing point. Together, these results reveal quantitative limits to slowing-down self-replication dynamics at frigid temperatures.

## Results

### Cells help each other survive at frigid temperatures

At frigid temperatures, we observed liquid cultures of a laboratory-standard yeast strain at various population densities, ranging from 10 cells per ml to 10^5^ cells per ml. We incubated these cultures of wild-type yeast at various fixed temperatures (4 °C to 14 °C) in a high-precision, thermostatic incubator that maintained a desired temperature within ±0.1 °C (Supplementary Fig. 1). During 2 months of incubation, we regularly took aliquots from each culture to measure its population density with a flow cytometer. At temperatures above 6 °C, population of every density slowly grew (Supplementary Figs. 2, 3). But at 6 °C, surprisingly, none of the populations that started with 10 cells per ml grew whereas populations that started with at least 25 cells per ml grew to reach the carrying capacity during the 2 months. Similarly, at 5 °C, populations that started with at least 3000 cells per ml grew (Fig. 1a) whereas none of the populations that started with 1000 cells per ml or less grew at all during the 2 months (Fig. 1a). Strikingly, at 4.7 °C—just 0.3 °C below 5 °C—no populations grew regardless of their initial density. In fact, at any temperature below 4.7 °C, we did not observe any populations growing regardless of their initial density. Combining these results yielded a phase diagram that indicated for which temperature and initial population-densities a population could grow (Fig. 1b). This diagram showed that the density-dependent population growth only occurs within a narrow, 1 °C-window between 5 and 6 °C. It also indicated that 5 °C is the lowest temperature at which yeast populations can grow (Supplementary Figs. 4, 5). But, as we will show, the phase diagram hides the yeast’s true ability to duplicate at even lower temperatures (e.g., 1 °C).

**Fig. 1:**
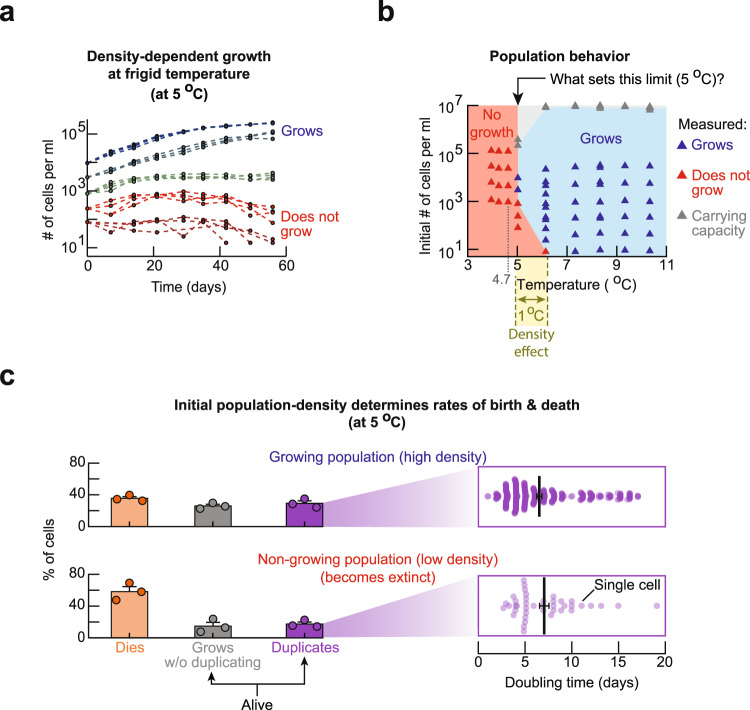
Yeast cells help each other in surviving and duplicating at frigid temperatures. **a** Population density (number of cells per ml) of wild-type yeast over time, measured with a flow cytometer at 5 °C. Each curve shows a different population (*n* = 4 biological replicate populations). Blue: populations that grow to the carrying capacity. Red: populations that do not grow. **b** Phase diagram that summarizes all growth experiments of type shown in **a**. Each triangle represents at least *n* = 4 biological replicate populations that exhibit the same behavior as shown in **a**. **c** Result from monitoring individual cells of two populations for 20 days with a wide-field microscope. Upper half is for a growing, high-density population (initially ~6250 cells per ml). Lower half is for a non-growing, low-density population (initially ~250 cells per ml). Bars represent mean of *n* = 3 biological replicates with s.e.m. Zoomed out boxes on the right show doubling times of individual, duplicating cells (each purple dot represents one cell). Black bars denote average doubling time: 6.5 ± 0.3 days for the high-density population and 7.1 ± 0.5 days for the low-density population (error bars are s.e.m., for *n* = 3 biological replicate populations). The doubling time for one cell is the time elapsed, from the moment when a bud appears on a mother cell to the moment when either the daughter (after being born) forms its own bud or when the mother forms another bud. Data also includes cells whose divisions were unfinished at the end of the time-lapse movie. All data in this figure are in the Source Data file.

To elucidate the origin of the density-dependent population growth at 5 °C, we used a wide-field microscope to continuously monitor individual cells in high-density (6250 cells per ml) and low-density (250 cells per ml) populations for 3 weeks at 5 °C. The high-density population grew towards the carrying capacity whereas the low-density population did not grow at 5 °C. For each cell, we determined whether it eventually died, stayed alive and duplicated, or stayed alive without duplicating (i.e., continuously increased in size) during the 3 weeks (Fig. 1c). We found that most cells in the high-density population survived whereas most cells in the low-density population died. Hence, the low-density population was headed towards extinction. Moreover, while both populations had only a minority of cells that divided, the low-density population had fewer dividing cells (17% duplicated) than the high-density population (29% duplicated). The duplicating cells had doubling times that ranged from 2 days to 17 days in both populations (Fig. 1c). Altogether, these results establish that the density-dependent population growth at 5 °C arises from cells helping each other to survive and duplicate (Supplementary Notes).

### Cells secrete glutathione to remove reactive oxygen species

We next asked how yeast help each other in surviving and dividing at low temperatures. At 5 °C, a supernatant of the high-density population induced growth of the low-density population that would have gone extinct without the supernatant (Supplementary Fig. 6). Hence, yeast cells were likely secreting molecules that promoted their duplications. Motivated by our previous work^12^ which showed that yeast start to secrete and extracellularly accumulate glutathione, an antioxidant, as temperature increases above 37.5 °C, we hypothesized that yeast also secretes glutathione at sufficiently low temperatures. Indeed, at 5 °C, we detected glutathione gradually accumulating in the growth medium of high-density (growing) populations but not for low-density (non-growing) populations (Fig. 2a and Supplementary Fig. 7). In fact, at every temperature below 8 °C, we found that populations accumulated glutathione as they grew (Supplementary Fig. 8).

**Fig. 2:**
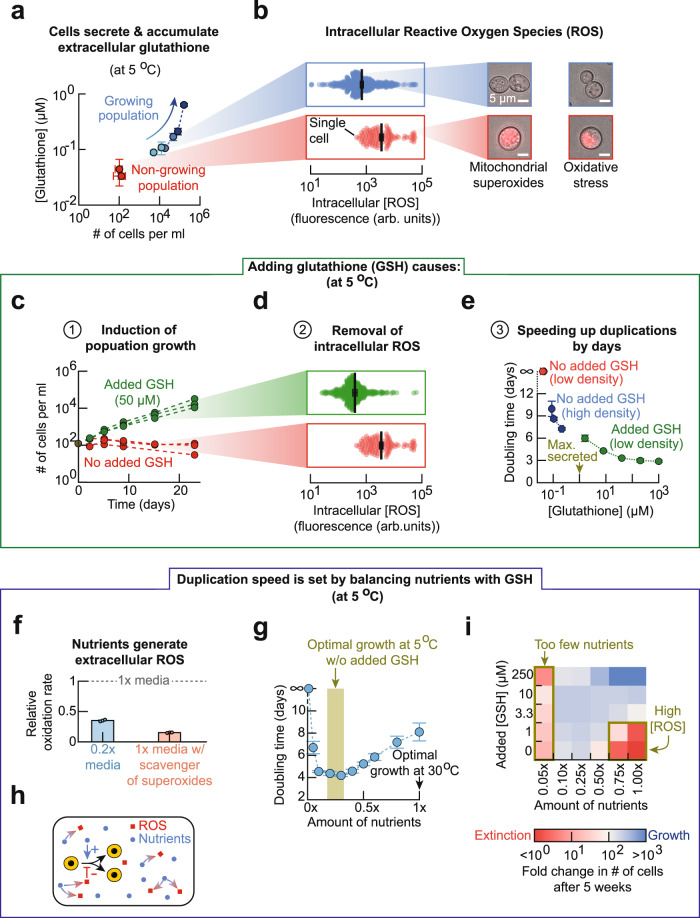
Reduced glutathione (GSH) removes reactive oxygen species (ROS) to enable cells to duplicate at frigid temperatures. **a** At 5 °C, concentration of extracellular glutathione for non-growing, low-density populations (red: initially ~300 cells per ml) and growing, high-density populations (blue: initially >900 cells per ml). Arrow indicates time passing during population growth. Data shown as mean ± s.e.m.; *n* = 3 biological replicates. **b** Intracellular ROS proxied by a fluorescent dye for mitochondrial superoxides, measured after 2 weeks of incubation at 5 °C. Each dot is one cell from a high-density population (blue: ~6250 cells per ml initially) or a low-density population (red: ~250 cells per ml initially). Black data represent mean ± s.e.m.; *n* = 3 biological replicate populations. Representative pictures shown. Left column: fluorescent dye for mitochondrial superoxides. Right column: fluorescent dye for general cellular ROS. Scale bar: 5 µm. **c** Populations incubated with (green) or without (red) 250 µM of reduced glutathione (GSH) (all initially ~120 cells per ml). **d** Intracellular ROS level in cells after 2 weeks of incubation, corresponding to populations shown in **c**. Each green and red point represents one cell. Black data represents mean ± s.e.m.; *n* = 3 biological replicate populations. **e** Red: low-density population (initially ~250 cells per ml) without supplemented GSH. Blue: high-density populations without extra GSH supplemented. Green: low-density population (initially ~250 cells per ml) that grows after receiving GSH. Data shown as mean ± s.e.m.; *n* = 4 biological replicates. **f** Oxidation rate in a 0.2× medium (blue) or in 1×-medium with 100 µM of Trolox (scavenger of superoxides) (purple). Rate normalized to oxidation rate of 1x-medium. Data shown as mean ± s.e.m.; *n* = 3 biological replicates. **g** Population’s doubling time (initially ~190 cells per ml). Data shown as mean ± s.e.m.; *n* = 3 biological replicates. **h** Summarizing (**f**, **g**). **i** Each pixel represents average fold-change in population density after 5 weeks of incubation with indicated amount of GSH and nutrients (all started with ~210 cells per ml). *n* = 3 biological replicates. All data in this figure are in Source Data file.

Glutathione is yeast’s key antioxidant^13, 14^ that is involved in inactivating (reducing) ROS. ROS can damage cellular components (e.g., nucleic acids, proteins, and cell membranes^15–17^). Hence, we used live-cell fluorescent reporter dyes to measure the ROS concentration inside each cell of the high-density (growing) population and the low-density (non-growing) population. We found that cells of the high-density population typically had much less intracellular ROS than cells of the low-density population (e.g., ~10-fold less superoxides) (Fig. 2b). These results establish that lower intracellular ROS concentrations are associated with population growth.

### Reduced glutathione enables and speeds up cell duplication

Since glutathione accumulates only for a growing population and lower levels of intracellular ROS are associated with growing populations, we hypothesized that ROS is the primary inhibitor of cell division for yeast at frigid temperatures instead of being a mere correlative measure. To test this idea, we added a high concentration (50 μM) of reduced glutathione (GSH) to the growth media of a low-density (non-growing) population at 5 °C. The added GSH caused the low-density population to grow (Fig. 2c) whereas the same, low-density population did not grow without the added GSH (Fig. 2c). Moreover, the added GSH decreased the ROS concentrations in cells of the low-density population (Fig. 2d) to nearly the same levels seen in cells of the high-density (growing) population (Fig. 2b and Supplementary Fig. 9). These results establish that GSH alone can decrease ROS concentrations in cells of low-density (non-growing) populations and induce cell proliferation at 5 °C. Specifically, we determined that the low-density populations must be given at least ~1 μM of extracellular GSH to grow at 5 °C (Supplementary Fig. 10). Moreover, we found that population growths arise from GSH’s role as an antioxidant (Supplementary Fig. 11) and not from GSH’s other, known roles.

We further discovered that increasing the extracellular GSH concentration accelerates population growth at 5 °C (Fig. 2e). For example, without adding any GSH, the low-density populations did not grow whereas sufficiently high-density populations doubled in density once every 7–10 days while accumulating up to ~0.1 μM of extracellular GSH (Fig. 2e). Low-density populations, whose growth media were supplemented by GSH, could grow with a doubling time ranging from 6 days (with 1 μM of GSH) to 3 days (with 1 mM of GSH) (Fig. 2e). Thus, we could accelerate and tune the speed of population growth by varying the amount of extracellular GSH. We further confirmed this by monitoring, with a microscope, individual cells over weeks. We found that giving ample GSH to the low-density population more than tripled the percentage of cells that duplicated to 70% and shortened the average doubling time of a cell by more than half (Supplementary Fig. 12).

Together, the above results revealed the cooperative mechanism by which yeast cells survive, duplicate, and avoid population extinctions at frigid temperatures: yeast cells collectively build an extracellular pool of GSH that they then use to reduce each other’s intracellular ROS. Importantly, above results establish that ROS is the primary inhibitor of cell duplication for yeast at frigid temperatures.

### ROS-generating nutrients affect cell-duplication speed

We next sought to identify a major source of ROS which we hypothesized to be some of the extracellular nutrients. We used the same fluorescent, oxidation-responsive dye as before to measure ROS levels in the growth medium (1× medium). The growth medium consisted of ample (2%) glucose and non-sugar nutrients that are common to yeast and other microbes (i.e., essential amino acids, vitamins, etc.). How rapidly the fluorescence of the dye changed over time (i.e., oxidation rate) in media without any yeast was a proxy for the ROS-creation rate by the media components, as demonstrated by the fact that adding scavengers of ROS (superoxides) to the 1× medium caused a sixfold decrease in the oxidation rate at 5 °C (Fig. 2f). We found that the non-sugar nutrients, but not glucose, were the primary generators of ROS in the media at 5 °C (Supplementary Fig. 13). Decreasing the amount of non-sugar nutrients by 80% caused a ~85% decrease in the oxidation rate in the medium (Fig. 2f and Supplementary Fig. 13) and shortened the population’s doubling time from 8 days to 4 days at 5 °C (Fig. 2g). Decreasing the non-sugar level further, however, sharply increased the population doubling time (Fig. 2g). Hence the non-sugar nutrients have dual, opposing roles: they both promote and inhibit cell proliferation (Fig. 2h). Incubating yeast with varying amounts of GSH and non-sugar nutrient revealed the full extent to which we could inhibit or enable population growths at 5 °C (Fig. 2i and Supplementary Fig. 14). Together, these results show that non-sugar nutrients are major generators of ROS in frigid temperatures. We also found that limiting aeration—lowering O_2_ abundance—prevents populations from growing at 5 °C (Supplementary Fig. 15). Hence, like the ROS-generating nutrients, O_2_ is required for yeast populations to grow at 5 °C, thereby highlighting the inevitability of generating ROS at 5 °C.

### ROS inhibits cell division and promotes death

With ROS being the primary inhibitor of population growth, we sought to elucidate how ROS affects an individual cell’s ability to divide, grow, and survive. To do so, we used a wide-field microscope to continuously monitor individual cells for 3 weeks at 5 °C. At the start of the 3-week period, we used a fluorescent ROS-reporter dye as in Fig. 2b to determine the ROS concentration in each cell. Subsequently, over the next 3 weeks, we determined which of the following four events pertained to each cell: cell began as a bud at the start of our observation period and successfully separated from its mother to begin its life (labeled “begins life” in Fig. 3a); cell duplicated (labeled “duplicates” in Fig. 3a); cell’s size continuously increased without a bud ever appearing (labeled “grows” in Fig. 3a); and cell died (labeled “dies” in Fig. 3a) (Supplementary Movies 1, 2). We found that every cell continued to increase in its size over time, regardless of which of the above events was occurring. Moreover, we observed that virtually all cells that died did so by bursting. By determining what percentage of cells underwent each of the four events for a given concentration of intracellular ROS, we found the probability of each event occurring as a function of intracellular ROS concentration. We first did so for cells of a population named, “low [GSH] population”. This was a high-density population that grew at 5 °C by accumulating relatively low amounts of GSH (0.1–1 μM) (Fig. 2a). In this population, cells with more ROS were less likely to divide and more likely to die (Fig. 3b). Hence ROS decreases the chance of dividing and increases the chance of dying.

**Fig. 3:**
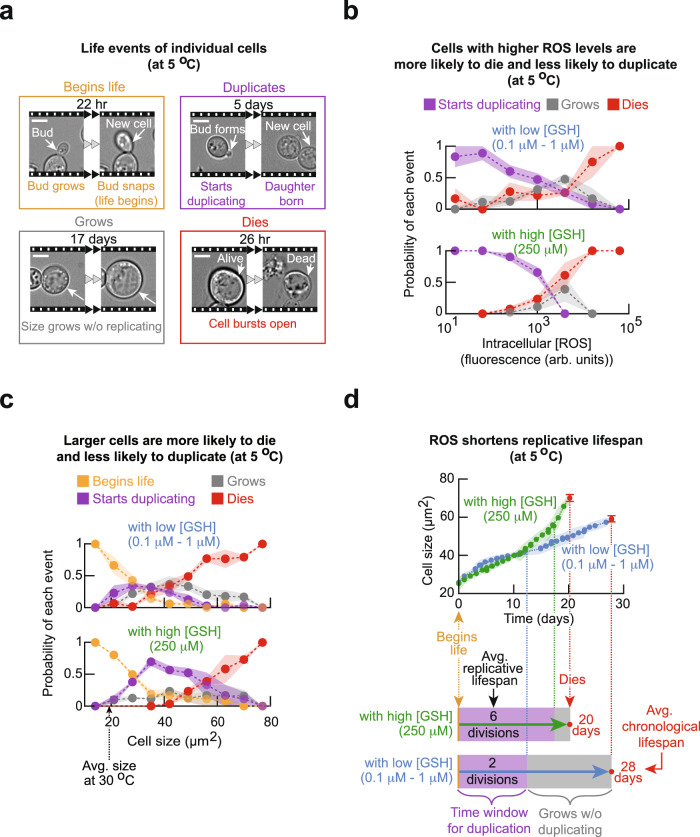
Single-cell analysis of cell-size growth, cell division, and cell death as a function of ROS and cell size. **a** Snapshots from time-lapse movies of single cells at 5.0 °C (initially ~8000 cells per ml). Scale bar: 5 µm. To remove transient effects, populations were incubated for 2 weeks at 5.0 °C before the start of the movies on which we based **b** and **c**. **b** Probability of each event (shown in **a**) occurring as a function of intracellular ROS (mitochondrial superoxide) level. Upper half: “with low [GSH]” population is a growing, high-density population that was not given any additional GSH (initially ~6250 cells per ml). Lower half: “with high [GSH]” population is a growing, low-density population that was incubated with 250 µM of GSH (initially ~250 cells per ml). Dots show the mean, and shaded areas show s.e.m. from n = 3 replicate populations. **c** Probability of each event (shown in **a**) occurring as a function of current cell size. Upper half: “with low [GSH” population as defined in **b** (initially ~ 8000 cells per ml). Lower half: “with high [GSH]” population as defined in **b** (initially ~420 cells per ml). Dots show the mean, and shaded areas show s.e.m. from *n* = 3 replicate populations. **d** Curves show the size of an average cell over time, from birth to death, at 5.0 °C. Blue curve: cell of “with low [GSH]” population (averaged from *n* = 330 cells). Green curve: cell of “with high [GSH]” population (averaged from *n* = 175 cells). Red dot: death occurs. Shaded area and error bars represent s.e.m. of *n* = 3 replicate populations. Details of how these curves and timelines were constructed are in Supplementary Figs. 19–22. All data in this figure are in the Source Data file.

Similarly, we determined the probability of each event occurring as a function of ROS level for a population named, “high [GSH] population” (Fig. 3b). This was a low-density population to which we gave an abundant (250 μM) GSH to induce its growth at 5 °C. Despite the high GSH concentration, we found that cells of the high [GSH] population spanned the same range of ROS levels as the cells of the low [GSH] population (i.e., 10–10^5^ fluorescence units in Fig. 3b). This suggested that, even with the high amount of GSH that we gave to this population, cells cannot reduce ROS when ROS is sufficiently abundant. Indeed, cells with more than some threshold concentration of ROS in the high [GSH] population had a virtually zero chance of dividing (i.e., purple curve ends at ~6000 arb. units of ROS in the bottom graph in Fig. 3b). Cells with an above-threshold concentration of ROS could still increase in size or, more likely, die. As in the low [GSH] population, we found that cells with more ROS were more likely to die and less likely to divide. However, while having a less-than threshold concentration of ROS did not guarantee that the cell would divide in the low [GSH] population, it virtually guaranteed that the cell would divide in the high [GSH] population (Fig. 3b).

### Larger cell is more likely to die and less likely to divide

We further established that the amount of ROS in a cell does not correlate with the cell size (maximum cross-sectional area) (Supplementary Fig. 16). Hence, we reasoned that cell size, like ROS, may serve as a predictor of a cell’s future^18–22^. We tested this idea by continuously monitoring how each cell’s size changed over 3 weeks at 5 °C with a microscope. We could then determine how likely a cell of a certain size engaged in each of the four events mentioned above (Fig. 3c). We examined both the low [GSH] and high [GSH] populations. In both populations, we found that larger cells were more likely to die and less likely to divide (i.e., less likely to form a bud to start cell division) (Fig. 3c). In both populations, cells of all sizes had nearly the same chance of increasing further in size without dividing (Fig. 3c). By comparing the two populations, we discovered that increasing the GSH level—and thereby decreasing the average ROS level in a cell—greatly increased the chance of dividing for cells of nearly all sizes (Fig. 3c). In fact, reducing the average ROS level caused even some of the largest cells to divide.

### ROS cuts replicative and elongates chronological lifespan

Our continuous monitoring of individual cells established that the cell size continuously increases over time, regardless of a cell’s ROS level and current size, until the cell bursts (Supplementary Figs. 17–20). It also established the typical (average) sizes of newborn and dying cells. Thus, we could plot the average cell size as a function of time, starting with the typical size at birth and ending with the typical size at death for both the low [GSH] and high [GSH] populations (Fig. 3d and Supplementary Fig. 21). Additionally, using the probability of a cell dividing as a function its size and doubling time, we could determine how many times an average cell divides in its lifetime (i.e., replicative lifespan). This analysis revealed that increasing the GSH level—and thereby decreasing the average ROS level in a cell—caused an increase in the replicative lifespan (Fig. 3d). This makes sense given our finding that ROS inhibits cell divisions. Moreover, consistent with our finding that GSH promotes cell division for cells of every size, the above analysis revealed that the typical cell of the high [GSH] population continued to divide until the last moments of its life as a large cell (Fig. 3d). In contrast, the typical cell of the low [GSH] population could only divide while it is small, during the first half of its 28-day life (Fig. 3d). Finally, the same analysis revealed that decreasing the ROS level causes the cell to increase its size more rapidly, such that that a cell with less ROS typically reached a burst-prone (large) size faster—and thus had a shorter lifespan—than a cell with more ROS (Fig. 3d and Supplementary Fig. 22).

### ROS elongates G1 duration and inhibits G1-to-S transition

We have now established that ROS inhibits cell divisions while allowing for the cell size to continuously increase. Cell division pertains to the S-G2-M (replicative) phase of the cell cycle and cell-size growth pertains to the G1 (growth) phase of the cell cycle^23–25^. Hence, examining how ROS affects the durations of each cell-cycle phase may provide a mechanistic understanding of how ROS prevents cell divisions. To that end, we engineered a yeast strain by fusing GFP to histone H2B, and mCherry to a regulator of G1-to-S transition, Whi5. In this strain, a cell’s GFP level was a proxy for its DNA abundance. The mCherry fluorescence migrating from nucleus to cytoplasm marked a cell exiting G1 to enter S phase^20, 26, 27^ (Supplementary Fig. 23). At 5 °C, for one month, we used an epifluorescence microscope to monitor individual cells of the low [GSH] and high [GSH] populations. In both populations, cells that duplicated typically took one day to continuously replicate their DNA (i.e., GFP level continuously increased) after Whi5 exited their nuclei (Fig. 4a and Supplementary Movie 3). In both populations, cells that did not duplicate continuously increased in size while their DNA level remained constant and their Whi5 remained in their nuclei (Fig. 4b and Supplementary Movie 4). Hence, for both populations, the non-duplicating cells were stuck in G1.

**Fig. 4:**
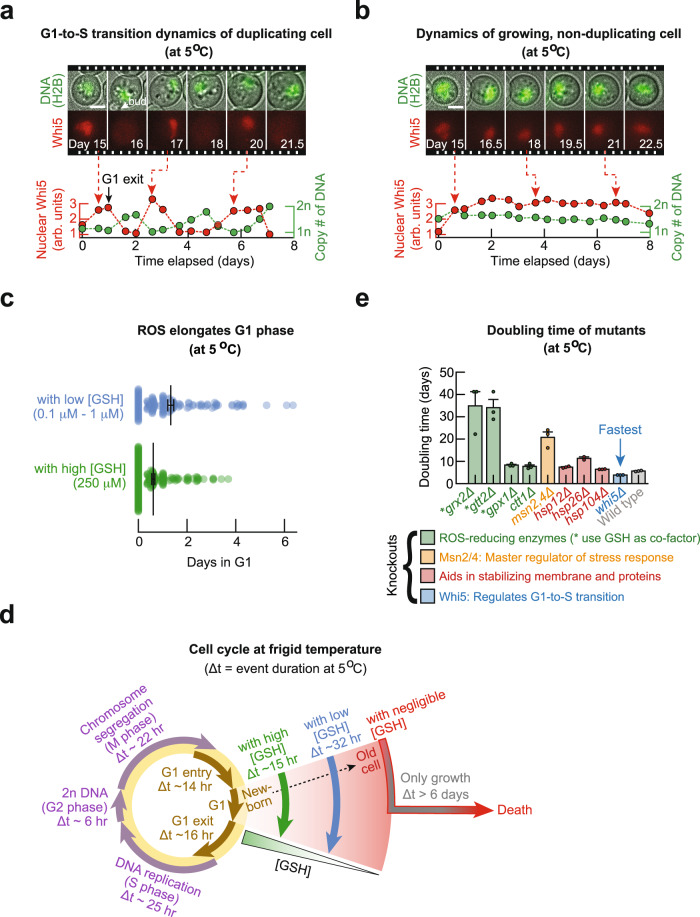
Ultraslow cell-cycle durations tuned with ROS and mutations at frigid temperatures. **a, b** Cells were incubated for 2 weeks at 5.0 °C before the start of the time-lapse movies to remove any transient effects. Duplicating cell in **a** and a non-duplicating cell in **b**. Movie strips show composite of brightfield image with fluorescence in GFP (top row, H2B-GFP) or mCherry (bottom row, Whi5-mCherry). Graphs: normalized nuclear Whi5 fluorescence (red) and the copy number of DNA (green). Scale bars are 3 µm. **c** Distribution of G1 duration among cells that divided. Each dot represents one cell. Blue: “with low [GSH]” population (initially ~6250 cells per ml) is a high-density population that grew without any additional GSH (black: average of 32.0 ± 3.0 h). Green: “with high [GSH]’ population (initially ~1250 cells per ml) is a low-density population that grew while incubated with 250 µM of GSH (black: average of 14.7 ± 1.5 h). Black data show mean ± s.e.m.; *n* = 3 biological replicate populations. **d** Average duration of each cell-cycle phase at 5 °C determined by averaging durations from individual cells. G1 duration increases as cell chronologically ages and ROS level increases (GSH level decreases) with measured examples shown (green, blue, red arrows). Purple arrows show replicate phase: S-G2-M. **e** Population doubling time for each knockout strain (all initially ~6250 cells per ml). Gene knocked out is listed and color coded in terms of its function as indicated. Bars show mean with s.e.m. from *n* = 3 biological replicate populations. All data in this figure are in the Source Data file.

By monitoring many single cells for a month, we determined the average duration of every major cell-cycle event and how ROS affected each duration at 5 °C (Fig. 4c, d). We found that increasing the GSH level—and thereby decreasing the average ROS level in a cell—caused more cells to exit G1 (Supplementary Figs. 24, 25) and shortened the G1 duration of duplicating cells, from an average of 32 h to 15 h (Fig. 4c, d). Thus, at 5 °C, cells with more ROS spent more time in G1 (growth) phase and were less likely to divide (i.e., less likely to enter S phase). This explains why a cell with an above-threshold concentration of ROS is virtually guaranteed to die by bursting: such a cell cannot leave G1 and thus it increases in size until growing further is physically impossible. We found that nearly every cell that spent more than 6 days in G1 failed to divide and died by bursting (Fig. 4d—red and gray arrows). This suggests that—and as we will show—a cell must exit G1 within a certain time window to complete the cell cycle and that this window is set by the threshold concentration of ROS.

We also found that ROS increases the G1 duration in such a way that a cell typically completed its current cell cycle more slowly than its previous cell cycle (Supplementary Fig. 26). Specifically, a newborn cell typically spent less than 12 h in G1 (Fig. 4d—green arrow) whereas older cells could stay in G1 for more than 12 days until they burst (Fig. 4d—red arrow).

### ROS does not affect G2-S-M (replicative) duration

Reconstructing the cell cycle also revealed that ROS does not affect the durations of G2, S, and M phases. Indeed, for both populations that differed in their ROS levels, a duplicating cell at 5 °C typically took ~25 h to replicate its chromosomes, ~6 h for G2 phase, and ~22 h for mitosis and cytokinesis combined (Fig. 4d - purple arrows; Supplementary Fig. 25). Hence, a duplicating cell typically took a total of ~2 days for the combined S-G2-M (replicative) phase regardless of its ROS level at 5 °C (Fig. 4d - left half of the circle). This result also shows that the wide variation among cells in their doubling times, which we previously noted (Fig. 1c), is due to the variation of their G1 duration but not of their S-G2-M duration.

### Mutations affect cell duplications via G1-to-S transition

We have established that ROS inhibits the G1-to-S transition and thereby prevents cells from dividing while letting their size continue to increase until the cell bursts. Since ROS decreases a cell’s chance of exiting G1, we reasoned that eliminating genes for ROS-reducing enzymes that use GSH as a co-factor, such as *GRX2* or *GTT2*^8, 9^, would either elongate the G1 phase or cause more cells to die. Both effects would manifest as an increase in a population’s doubling time. Indeed, we found that knocking out either one of the two enzymes (*grx2Δ* and *gtt2Δ*) greatly increased the doubling time to 35 days for a high-density population whose doubling time is 6 days when both genes are present (Fig.4e). Importantly, by constructing several other gene-knockout strains such as knockouts of Msn2 and Msn4^28^, we found that the most severe increases in a population’s doubling time was caused by knocking out the two ROS-reducing enzymes (*grx2Δ* and *gtt2Δ*) that required GSH as a co-factor (Fig. 4e and Supplementary Figs. 27–29). Hence, disrupting a cell’s ROS-reducing ability severely inhibits its ability to duplicate at 5 °C.

Another way to promote cell duplications may be enabling cells with abundant ROS to exit G1. Indeed, we found that knocking out Whi5, an important regulator of G1-to-S transition, caused more cells to duplicate without changing their ROS levels at 5 °C (Supplementary Fig. 30). In fact, the only mutant that we found to have a shorter average doubling time than the wild-type cells at 5 °C was a knockout of Whi5 (*whi5Δ*) (Fig. 4e). These results also held at 1 °C: by using a microscope to continuously monitor individual *whi5Δ* cells for 2 months at 1 °C, we found that knocking out Whi5 increased a cell’s chance of duplicating by 2.5-fold. Specifically, 26% of *whi5Δ* cells could duplicate whereas 11% of wild-type cells of the same population density could duplicate at 1 °C (Fig. 5a; Supplementary Movie 5). At 1 °C, the duplicating cells took ~28 days to complete their S-G2-M phases and G1 duration was typically longer than 51 days (Fig. 5a and Supplementary Figs. 31–33).

**Fig. 5:**
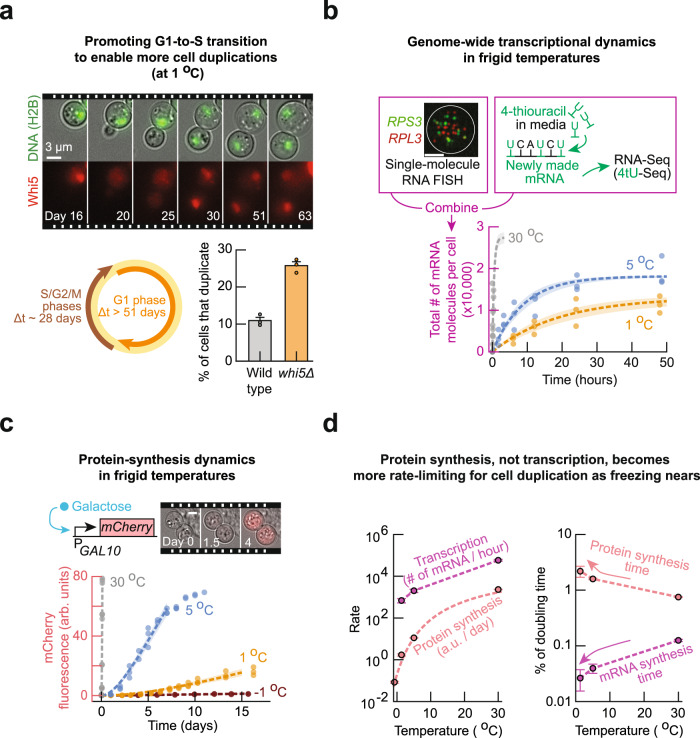
Genome-wide transcription rate and protein-synthesis rate at frigid temperatures. **a** Time-lapse movie of a duplicating cell at 1.0 °C. Composite of brightfield image and H2B-GFP (top) or Whi5-mCherry (bottom). Scale bar is 3 µm. Circle shows average duration of cell-cycle phases at 1.0 °C: 28.4 ± 3.2 days for S-G2-M phase (brown arrow), and at least 51 days for G1 (equal to duration of the time-lapse, orange arrow). Bars represent mean ± s.e.m.; *n* = 3 biological replicate populations. **b** Measuring genome-wide transcriptional dynamics by combining metabolically labeled RNA-sequencing with single-molecule RNA FISH (details in Methods). Graph: total number of newly synthesized mRNA over time at 30.0 °C (gray), 5.0 °C (blue) and 1.0 °C (orange). Image shows mRNAs in a single cell at 1.0 °C as visualized by single-molecule RNA FISH, with a composite of *RPS3* (green) and *RPL3* (red). White circle shows an outline of a cell. Scale bar is 2 µm. **c** Measuring protein-synthesis dynamics in individual cells. Movie strip: mCherry expression at 5.0 °C after 0, 1.5, and 4 days of incubation with 2% galactose. Images are composite of brightfield and mCherry fluorescence. Scale bar is 5 µm. In **b**, **c**, dots show raw measurements, dotted lines show a model fitted (Supplementary Notes), and shaded areas show s.e.m. of fitted parameters. *n* = 3 biological replicates. **d** Plot of rates extracted from **b** and **c**: Left graph: transcription rate (# of mRNA per hour) and protein synthesis rate ([mCherry] arb. units per day). Red dotted line shows fit of Arrhenius-type equation to protein synthesis rate (Supplementary Notes). Right graph: characteristic time for protein synthesis and transcription, both are relative to the average doubling time at each temperature. Characteristic time is the time to synthesize 100 arb. units of mCherry or 10,000 mRNAs. In both graphs, data shown as mean ± s.e.m.; *n* = 3 biological replicates. All data in this figure are in the Source Data file.

### Speed limits for cell cycle at frigid temperatures

We established that a longer doubling time arises from a longer G1 duration which, in turn, arises from having more ROS. Once the ROS level increases to an above-threshold concentration, a cell has virtually no chance of completing the cell cycle and is guaranteed to burst without dividing. This reasoning establishes that there must be a longest allowed doubling time for each temperature. It also follows that there must be a shortest allowed doubling time for each temperature because the S-G2-M phase has a fixed duration that is independent of ROS. In the remainder of our paper, we focus on combining all our findings thus far to determine the possible pace at which a yeast cell can cycle and the speed limits for this pace—the longest and shortest allowed doubling times—at every temperature above 0 °C. We reasoned that global gene-expression machineries (e.g., ribosomes, RNA polymerases) would affect a cell’s doubling time^29, 30^ because we found that ROS-reducing enzymes, which require gene expression to produce, are critical for cell duplications. Moreover, we reasoned that a cell needs time to build a daughter cell and replace key cellular components that ROS damaged. These processes involve the same, global gene-expression machineries. Hence, we hypothesized that the combined working speed of global gene-expression machineries are major factors in determining the doubling time and sought to measure the genome-wide transcription rate and protein-synthesis rate at frigid temperatures.

### Genome-wide transcription rate at frigid temperatures

To determine a genome-wide transcription rate in yeast at frigid temperatures, we incubated the low [GSH] population at various temperatures (1 °C, 5 °C, or 30 °C) in a growth medium containing the nucleotide analog, 4-thiouracil (4tU). 4tU incorporates into every newly synthesized RNA. We quantified the abundance of all newly made transcripts at different time points by using next-generation sequencing of the 4tU-labeled mRNA (4tU-seq, see Methods and Supplementary Figs. 34, 35). Additionally, we used single-molecule RNA FISH^31, 32^ on endogenous yeast genes to measure the integer copy-number of transcripts, at their steady-state expression levels, for each temperature. 

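RNA was labelled in cultures of a haploid MATa strain of the W303 background of the budding yeast Saccharomyces cerevisiae. 4tU, given at 5 mM, is a uracil analog that cells build into new RNA, and labelled RNA can then be biotinylated and pulled out of total RNA. Low [GSH] cultures grew without added glutathione, the main thiol antioxidant of yeast, and high [GSH] cultures grew with 250 µM of it. At 1 °C, labelled RNA was taken at 0, 6, 12, 24, 48 and 96 h in 3 low [GSH] and 3 high [GSH] cultures. At 5 °C, it was taken at 0, 1.5, 3, 6, 12, 24, 48 and 96 h, again in 3 cultures of each kind, except that replicate 1 with high [GSH] has no library at 3 h and 12 h among those used here. At 30 °C, 3 low [GSH] cultures were labelled for 0, 5, 10 and 20 min. Each of these 5 conditions also has 3 libraries of steady-state RNA, which makes 94 labelled and 15 steady-state libraries. The labels call the replicates biological. A spike-in of labelled RNA from the fission yeast Schizosaccharomyces pombe was present in every sample, so that a ratio to it can be compared between times.
Reads assigned to transcripts in the labelled libraries numbered 13303348 to 55317824 (median 28844878) at 1 °C with low [GSH] and 11068310 to 54639262 (median 29079277) with high [GSH]. At 5 °C the range was 14339515 to 19397537 (median 16980719) with low [GSH] and 15355575 to 18356126 (median 16674925) with high [GSH]. At 30 °C the range was 56059 to 44828695 (median 22054823). The smallest of these is the 5 min library of replicate 1, with 18937 reads on S. cerevisiae mRNA. Steady-state libraries held 35664705 to 42970939 reads at 1 °C, 16965260 to 17746220 at 5 °C and 26824283 to 60955974 at 30 °C with low [GSH]. With high [GSH] they held 26863518 to 37169609 reads at 1 °C and 14751569 to 17422523 at 5 °C.
The authors quantified each library with Salmon against the transcripts of both yeasts, 6804 of S. cerevisiae and 6896 of S. pombe, and the deposited values are TPM, a length-corrected relative abundance, and estimated read counts. From these, labelled mRNA was expressed here as the summed TPM of 5876 nuclear protein-coding genes of S. cerevisiae divided by the summed TPM of S. pombe in the same library, called the spike-in ratio. The time 0 ratio of each culture was subtracted, and synthesis and decay were fitted per culture over the times that Fig. 5b plots, up to 48 h in the cold. Counts of mRNA per cell need the RNA FISH counts, which were not used here, so rates are in units of the spike-in ratio and assume equal numbers of cells per sample. Gene comparisons used the estimated counts, rounded, with edgeR's quasi-likelihood test and TMM normalization. They are changes relative to the other mRNAs of the same libraries.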

We then converted the abundance of mRNA from the 4tU-seq to an integer copy-number of mRNA per cell (Supplementary Fig. 36). This revealed a genome-wide transcription dynamics at each temperature (as # of mRNA per cell per hour) (Fig. 5b). 

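Labelled mRNA accumulated over days at 1 °C and 5 °C and within minutes at 30 °C. At 1 °C with low [GSH], the spike-in ratio of mRNA went from 0.0589 ± 0.0055 (SD, n = 3 cultures) at 0 h to 5.97 ± 2.09 at 6 h, 11.7 ± 3.91 at 12 h, 18.5 ± 6.30 at 24 h and 21.7 ± 7.20 at 48 h, and was 17.0 ± 6.06 at 96 h. At 5 °C it went from 0.0990 ± 0.113 at 0 h to 1.83 ± 0.40 at 1.5 h, 4.14 ± 1.23 at 3 h, 4.72 ± 0.25 at 6 h, 6.52 ± 0.87 at 12 h, 9.97 ± 5.22 at 24 h, 11.0 ± 3.19 at 48 h and 17.3 ± 9.47 at 96 h (SD, n = 3 cultures). At 30 °C it went from 0.00848 ± 0.0039 before labelling to 0.377 ± 0.367 at 5 min, 1.08 ± 1.14 at 10 min and 2.57 ± 1.83 at 20 min (SD, n = 3 cultures).
The 30 °C cultures were spread widely. Replicate 1 had spike-in ratios of 0.768, 2.33 and 4.08 at 5, 10 and 20 min, replicate 2 had 0.323, 0.786 and 3.11, and replicate 3 had 0.0391, 0.120 and 0.537. The 5 min value of replicate 1 comes from the library with the fewest reads. The S. pombe sum includes its ribosomal RNA, which took 16.7% of TPM in replicate 2 at 10 min and 17.6% in replicate 3 at 5 min. With protein-coding S. pombe transcripts alone, an alternative chosen after seeing the data, replicate 1 had 1.12, 3.10 and 5.65. Replicate 2 then had 0.621, 1.86 and 5.22 and replicate 3 had 0.0631, 0.157 and 0.707, still widely spread.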

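Which mRNAs made up the labelled pool changed with labelling time at both frigid temperatures. The edgeR and camera tests of this change took libraries of the same culture at different times as independent. Their p-values thus rest on more libraries than there are cultures (3 per temperature) and may be too small. At 5 °C with low [GSH], all 44 measured genes of the respiratory chain and ATP synthase rose relative to the other labelled mRNAs from 1.5 h to 48 h (median log2 fold change 1.93, limma camera adjusted p = 7.44e-16, and adjusted p = 0.0188 with an estimated correlation). The autophagy and vacuole list rose too, with 19 of 20 members higher and 0 lower (median 1.53, camera adjusted p = 3.24e-08, and adjusted p = 0.0027 with an estimated correlation). Adjusted over the list alone, the counts were 44 and 20 higher. Examples are NDE2, a mitochondrial NADH dehydrogenase at chromosome IV 303211 to 304848 (log2 fold change 2.75, standard error 0.14, adjusted p = 9.62e-17 from edgeR), and PEP4, the vacuolar proteinase A at chromosome XVI 259714 to 260931 (2.94, standard error 0.15). Of 83 genes of ribosome biogenesis, 70 fell and 3 rose at 5 °C, the same when adjusted over the list alone (median -1.15, camera adjusted p = 1.05e-17, and adjusted p = 0.0251 with an estimated correlation), while with library sizes from the S. pombe reads this median was 0.99. RIX1, needed to process ribosomal RNA precursors, fell by 2.47 on the log2 scale (standard error 0.12, adjusted p = 2.05e-17 from edgeR), and UTP5 of the small-subunit processome had -2.44 (standard error 0.13). Of 31 RNA polymerase subunits, 21 fell and 1 rose, also when adjusted over the list alone (median -0.70, camera adjusted p = 6.95e-05, and adjusted p = 0.0251 with an estimated correlation; 1.43 with S. pombe library sizes). RPA135, a large subunit of RNA polymerase I, had -2.08, and 0.06 with S. pombe library sizes.
At 5 °C, 30 of 39 antioxidant and glutathione enzymes rose and 5 fell (median 1.61, camera adjusted p = 1.61e-06, and adjusted p = 0.279 with an estimated correlation; 30 and 5 adjusted over the list alone). GTT1, a glutathione transferase at chromosome IX 423809 to 424513, rose by 4.00 (standard error 0.20, adjusted p = 1.14e-16 from edgeR), HYR1, a thiol peroxidase, by 3.93 (standard error 0.21), GPX1 by 2.38 and CTT1, the cytosolic catalase, by 2.09. Of 36 chaperones, 29 rose and 2 fell, also when adjusted over the list alone (median 1.20, camera adjusted p = 3.51e-07, and adjusted p = 0.208 with an estimated correlation), with HSP42 at 3.26, HSP12 at 2.74 and HSP26 at 2.62. The steepest falls among named genes included HXT2, a hexose transporter (-4.80, standard error 0.17, adjusted p = 1.26e-19 from edgeR), and PHO84, a phosphate transporter (-3.12).
At 1 °C, from 6 h to 48 h, 41 of 44 respiratory genes rose and 0 fell (42 higher adjusted over the list alone; median 1.14, camera adjusted p = 2.62e-14, and adjusted p = 0.0544 with an estimated correlation), with a median of 0.69 once the trend with coding length was removed. Of the ribosome biogenesis genes, 51 fell and 5 rose (52 and 6 adjusted over the list alone; median -0.51, camera adjusted p = 1.4e-09, and adjusted p = 0.251 with an estimated correlation), with a median of 0.96 when library sizes came from S. pombe reads. Of 20 autophagy and vacuole genes, 12 rose and 0 fell (12 and 1 adjusted over the list alone; median 0.62, camera adjusted p = 0.00104, and adjusted p = 0.105 with an estimated correlation). Of 30 genes of the G1 to S transition, 15 fell and 3 rose, also when adjusted over the list alone (median -0.43, camera adjusted p = 0.0121, and adjusted p = 0.512 with an estimated correlation; 1.05 with S. pombe library sizes). Among them, the G1 cyclin gene CLN1 had a log2 fold change of -1.40 (standard error 0.20) and WHI5, a repressor of the G1 to S transition, had -1.23 (standard error 0.27, adjusted p = 0.000284 from edgeR), and with S. pombe library sizes these were 0.08 and 0.13. Cytosolic ribosomal proteins had 42 of 135 members higher and 7 lower (38 and 6 adjusted over the list alone; median 0.39, camera adjusted p = 0.0150, and adjusted p = 0.865 with an estimated correlation), but a median of -0.18 once the trend with coding length was removed, and 56 of the 137 listed genes share sequence with a near-identical copy, so their single values are uncertain.
Library sizes from S. pombe reads shift the median of all genes, by 1.48 at 1 °C and 2.13 at 5 °C on the log2 scale, so these directions are relative to the other labelled mRNAs. With the summed mRNA reads as library size, an alternative chosen after seeing the data, the median of all genes was -0.02 at 1 °C and the medians of respiratory and ribosome biogenesis genes were 1.14 and -0.50 at 1 °C and 1.91 and -1.16 at 5 °C.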

A rate equation^33, 34^ with a constitutive synthesis and degradation of mRNA recapitulated the data (Fig. 5b and Supplementary Notes). This fitting revealed that, on average, a cell synthesized 700 mRNA molecules per hour at 1 °C, 2000 mRNA molecules per hour at 5 °C, and 58,000 mRNA molecules per hour at 30 °C. Moreover, the fitting revealed that the average half-life of mRNA at each temperature: 14 h at 1 °C, 7 h at 5 °C, and 20 min at 30 °C (Supplementary Figs. 37–40). These measurements established that transcription occurs on the order of hours to days at frigid temperatures.

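The equation used here is m(t) = (k/d)(1 - e^(-dt)), with synthesis rate k and decay rate d, fitted to each culture by itself. It accounted for 0.960 to 0.9991 of the sum of squares about 0 in the 12 cultures at 1 °C and 5 °C and for 0.914 to 0.994 in the 3 cultures at 30 °C. This is not a share of the variance about the mean, and it tends to be high for a curve that rises. In the cold cultures, the residual sum of squares was 0.00786 to 0.777 times that of a straight line through 0 without decay. In the 30 °C cultures it was 0.983, 1.03 and 1.03 times that of the line, so decay was not detectable over 20 min of labelling in replicates 2 and 3 and hardly in replicate 1.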

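At 1 °C, the half-life of labelled mRNA fitted with low [GSH] was 12.7 ± 3.85 h (SD, n = 3 cultures), from cultures at 10.0, 17.1 and 10.9 h. At 5 °C it was 6.49 ± 2.85 h (SD, n = 3), from cultures at 5.32, 4.41 and 9.74 h. At 30 °C it was 320.6 ± 137.6 min (SD, n = 3). There, replicate 1 gave 2.70 h, while replicates 2 and 3 sat at the upper bound of 400 min that the fit allows, so their values are limits of the fit and not measurements. The value of replicate 1 is poorly resolved too, with a residual 0.983 times that of the line without decay. Without its 5 min library, which has the fewest reads, that value was far shorter, as given with the differences from the paper's values. That fit has 2 times left for 2 parameters, so it passes through both without a residual. Its closeness to the paper's value is therefore no support. The synthesis rate was 1.35 ± 0.50 spike-in ratio units per hour at 1 °C, 1.15 ± 0.065 at 5 °C and 7.50 ± 5.77 at 30 °C (SD, n = 3 each), where the cultures gave 12.9, 8.25 and 1.39. The mean rate at 5 °C was 0.856 times that at 1 °C, a ratio set by replicate 3 at 1 °C, whose rate was 1.93 against 1.03 and 1.09 in the other cultures. It was 1.10 without replicate 3, 1.08 with fits weighted by 1/value, and 1.87 with each rate divided by the steady-state ratio, an alternative chosen after seeing the data. The last value comes from the divisor, which was lower at 5 °C (4.97 against 10.8 at 1 °C). The mean rate at 30 °C was 6.49 times that at 5 °C (4.08 without replicate 1) and 5.56 times that at 1 °C (3.20 without replicate 1 and 9.96 without replicate 3). In the steady-state libraries, the spike-in ratio of mRNA was 10.8 ± 1.87 at 1 °C, 4.97 ± 0.957 at 5 °C and 3.48 ± 0.180 at 30 °C (SD, n = 3 each).
Between single temperatures, 3 cultures against 3 cannot give an exact p below 0.1. The half-lives at 1 °C and 5 °C gave p = 0.1, those at 5 °C and 30 °C p = 0.7, and the rates at 1 °C and 5 °C p = 1 (two-sided exact permutation tests). Over the 9 cultures in the order 1, 5 and 30 °C, the steady-state ratio fell (p = 0.00119, the smallest that these relabellings can give) in a 2-sided exact permutation test. The same exact test of the rate gave p = 0.0417 toward higher rates, and the call ended under 7 of 8 other settings of the fit (exact p = 0.0738 to 0.519). That of the half-life gave an exact p of 0.0310, but the bound of the fit at 30 °C lies below every value at 1 °C, so it shows no order that includes 30 °C. Without replicate 1, 2 or 3 of each temperature, the exact p of the order of the rate was 0.33, 0.33 and 0.0222. For rates divided by the steady-state ratio, an alternative chosen after seeing the data, the exact test of the order gave p = 0.00119 toward higher rates. The steady-state ratio itself fell in that order, so the division carries part of it. With the 96 h libraries included, the half-lives were 8.66 h at 1 °C and 17.4 h at 5 °C, and with the plateau fixed at the steady-state ratio they were 4.06 h, 1.62 h and 0.698 h at 1, 5 and 30 °C. The mean labelled ratio at 48 h lay above that plateau (21.7 against 10.8 at 1 °C and 11.0 against 4.97 at 5 °C). So did 30 °C replicate 1 at 20 min (4.08 against 3.39), and the other 30 °C replicates did not. Half-lives with the plateau fixed below measured ratios are not read as measurements. With the spike-in scaled by the median over S. pombe genes, the rate at 30 °C was 149.9 times that at 5 °C, and 8.10 times without the 5 min library of replicate 1, an alternative chosen after seeing the data.

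**Figure D1:**
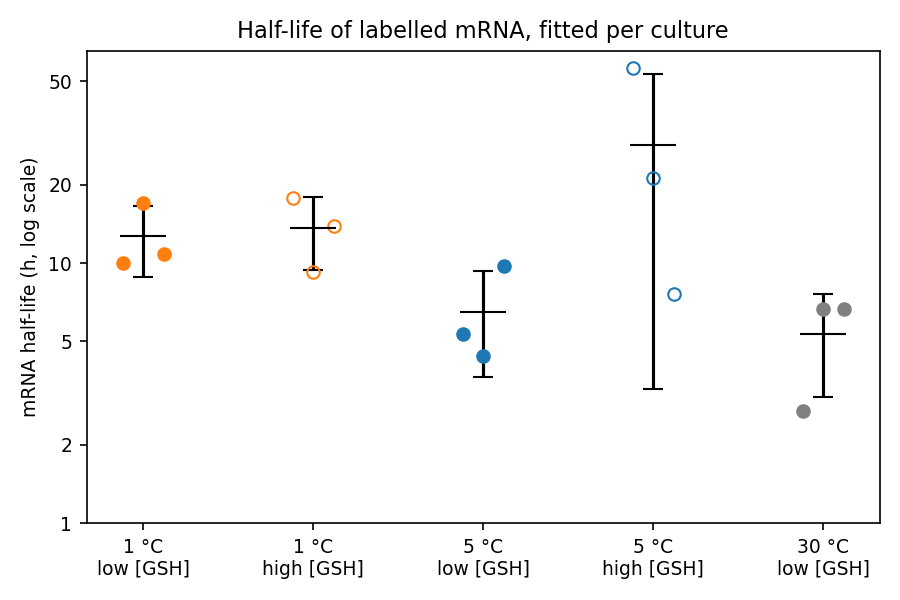
Half-life of labelled mRNA fitted per culture, in hours on a log axis, for 1 °C and 5 °C with low and high [GSH] and for 30 °C with low [GSH]. Points are cultures (filled for low [GSH], open for high [GSH]), horizontal lines are means and bars are SDs, and 2 of the 3 cultures at 30 °C lie at the upper bound of 6.67 h.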

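Gene by gene, fitted half-lives at 1 °C had a median of 8.78 h over 5651 genes, with 10% of genes under 4.52 h and 10% over 19.2 h, and medians of 7.65, 9.87 and 8.68 h in the 3 cultures. At 5 °C the median was 5.34 h over 5460 genes, from 1.30 h to 12.0 h at the same percentiles, with culture medians of 3.71, 2.09 and 8.07 h. Respiratory chain and ATP synthase mRNAs had long fitted half-lives at both temperatures, with medians of 23.0 h at 1 °C (16.5 to 39.6 h between cultures) and 12.7 h at 5 °C (9.76 to 14.8 h), above every one of 10000 random lists matched on expression. The random lists were not matched on coding length, whose median is 445 bases in respiratory, 1557 in ribosome biogenesis and 1203 in all genes. The change from early to late labelled mRNA goes with coding length (Spearman's rho -0.52 at 1 °C and -0.32 at 5 °C), so these ranks are not free of it. Antioxidant and glutathione enzymes had medians of 16.9 h at 1 °C and 11.4 h at 5 °C, and autophagy and vacuole genes 14.3 h and 13.0 h. Ribosome biogenesis mRNAs had short fitted half-lives, with medians of 5.56 h at 1 °C (4.65 to 6.20 h between cultures) and 1.03 h at 5 °C (0.561 to 2.02 h), below every random list. That median at 5 °C lies below the first labelled time of 1.5 h. The fit takes synthesis as constant over the labelling, so it does not tell decay from a changing synthesis rate, which was not tested. RNA polymerase subunits had a median of 8.13 h at 1 °C, at percentile 19.0 of the random lists, and 1.72 h at 5 °C, below every random list.
The 5 shortest half-lives at 5 °C among genes with at least 500 reads on average and not at a bound belonged to RIX1 at 0.176 h (chromosome VIII 493896 to 496187; 1.95 h at 1 °C), UTP5 at 0.234 h (chromosome IV 1267471 to 1269402; 3.46 h at 1 °C), NAF1, which helps assemble snoRNA particles, at 0.236 h (1.73 h at 1 °C), YHK8, a presumed membrane transporter, at 0.236 h (4.80 h at 1 °C) and UTP6 at 0.239 h (2.89 h at 1 °C), each with a culture at the lower bound of 0.15 h. They lie below the first labelled time of 1.5 h and are poorly resolved: in the order given they were 0.407, 0.480, 0.504, 0.427 and 0.447 h without replicate 2, and at the bound without replicate 3. The longest belonged to CHA1, the catabolic serine deaminase, at 424 h, HBT1 at 261 h, DAK2 at 114 h, FMP16 at 91.2 h and PLN1 at 89.0 h, where every gene but PLN1 had a culture at the upper bound of 960 h, so these values are long but poorly resolved. At 30 °C, 80.5% of 5415 genes were at a bound of the fit, and no half-life per gene was read from that series. With the 96 h libraries included, the median was 6.82 h at 1 °C and 13.5 h at 5 °C, which turns the order of the 2 temperatures, and without replicate 3 that at 5 °C was 2.94 h. With these libraries the order also turned for respiratory genes (12.7 h at 1 °C and 30.6 h at 5 °C), antioxidant enzymes (9.89 h and 31.0 h) and autophagy genes (10.6 h and 35.6 h), and did not for ribosome biogenesis (4.46 h and 1.25 h) and RNA polymerase subunits (5.73 h and 2.84 h, and 2.79 h at 5 °C without replicate 2 and without the 96 h libraries). The paper reasons from the fitted synthesis rates and half-lives of total mRNA to this time scale.

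**Figure D2:**
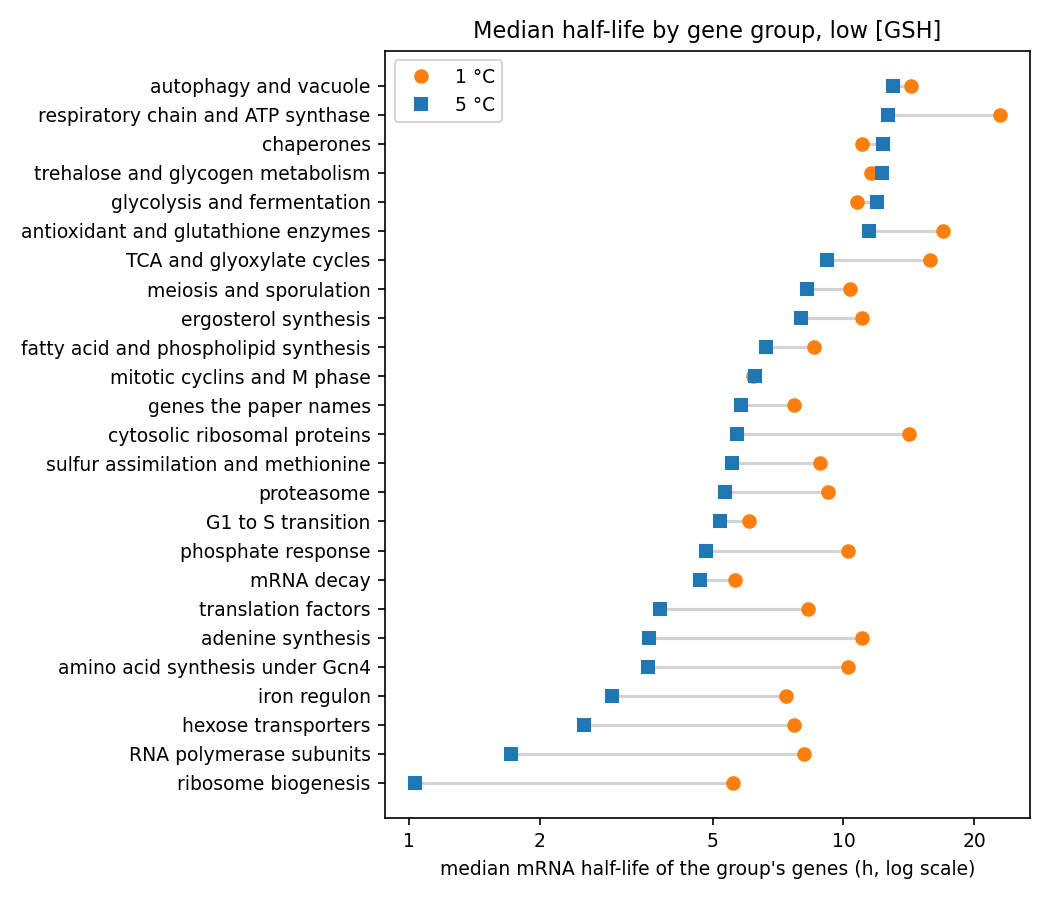
Median half-life of labelled mRNA in 25 groups of genes, in hours on a log axis, at 1 °C (orange circles) and 5 °C (blue squares) with low [GSH]. Respiratory chain and ATP synthase mRNAs lie at 23.0 h and 12.7 h and ribosome biogenesis mRNAs at 5.56 h and 1.03 h, and the order of 1 °C and 5 °C over all genes and of the respiratory genes flips when the 96 h libraries are included (6.82 h against 13.5 h and 12.7 h against 30.6 h).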

### Protein-synthesis rate at frigid temperatures

To determine the timescale for making a functional protein, starting from transcription initiation, we constructed a strain in which galactose induced an expression of mCherry. After adding galactose to the growth medium of the low [GSH] population, we measured mCherry protein abundance in individual cells for up to 2 weeks at various temperatures (Fig. 5c; Supplementary Movie 6). The global machineries for gene expression, such as RNA polymerases and ribosomes, must function at least as rapidly as the time taken for mCherry fluorescence to increase in cells. A rate equation for gene induction recapitulated our data at all temperatures to yield a mCherry-synthesis rate at each temperature (Fig. 5c and Supplementary Figs. 41, 42; details in Supplementary Notes). By normalizing this rate for each temperature to that of 30 °C, we obtained a fold-reduction in the mCherry-synthesis rate (protein-synthesis rate) which represents a slowing down of the global gene-expression machineries (e.g., ribosomes, RNA polymerases). In support of our result, we found that an Arrhenius-type function recapitulated how the protein-synthesis rate decreased as temperature decreased towards 0 °C (Fig. 5d and Supplementary Notes). These measurements established that protein synthesis, starting from transcription initiation, occurred on the order of a week or longer at frigid temperatures.

### Protein synthesis becomes more limiting for cell duplication

The above measurements of transcription and protein-synthesis rates were performed with the low [GSH] population. By measuring the rates again but now in the high [GSH] population, we discovered that ROS did not affect either of the rates at any temperature (Supplementary Figs. 43–45). Thus, we can make general conclusions about the transcription and protein-synthesis rates at frigid temperatures by examining the results for the low [GSH] population. 

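With high [GSH], labelled mRNA accumulated over the same days. At 1 °C its spike-in ratio was 4.65 ± 1.11 at 6 h, 8.87 ± 1.07 at 12 h, 13.4 ± 4.61 at 24 h, 16.3 ± 1.15 at 48 h and 11.8 ± 2.28 at 96 h (SD, n = 3 cultures). At 5 °C it was 2.18 ± 0.19 at 1.5 h, 4.71 ± 0.98 at 6 h, 10.3 ± 1.26 at 24 h, 16.8 ± 5.39 at 48 h and 23.7 ± 7.68 at 96 h (SD, n = 3), with 4.01 ± 0.70 at 3 h and 7.20 ± 1.77 at 12 h (SD, n = 2). The fitted half-life was 13.6 ± 4.26 h at 1 °C, from cultures at 17.7, 9.23 and 13.9 h, and 28.4 ± 25.1 h at 5 °C, from cultures at 56.3, 21.2 and 7.63 h (SD, n = 3 each). Replicate 1 at 5 °C (56.3 h) was fitted on 4 times, without 3 h and 12 h, and its half-life exceeds the last time fitted, 48 h. Its residual was 0.777 times that of a line without decay, and that of replicate 2 was 0.498 times. The mean at 5 °C and the GSH difference in half-life thus rest partly on poorly resolved values. The synthesis rate was 0.989 ± 0.297 spike-in ratio units per hour at 1 °C and 0.774 ± 0.270 at 5 °C (SD, n = 3 each). Steady-state mRNA per spike-in was 10.9 ± 3.73 at 1 °C and 5.36 ± 0.334 at 5 °C (SD, n = 3 each).
Against low [GSH], over both temperatures, the half-life differed by 0.93 on the log2 scale (p = 0.12), the rate by -0.53 (p = 0.06) and the steady-state ratio by 0.05 (p = 0.78; 2-sided exact permutation tests within temperature, which can reach 0.005). Within 1 °C the exact p was 0.9 for the half-life and 0.4 for the rate, and within 5 °C it was 0.2 and 0.1, the smallest that 3 cultures against 3 allow. Over the alternative settings the half-life difference ranged from 0.15 to 1.40 and the rate difference from -0.62 to -0.20. High [GSH] cultures at 30 °C were not analysed here.
No gene passed edgeR's test between high and low [GSH]. Of 5697 genes in steady-state mRNA, 0 were called at 1 °C (298 at an unadjusted p under 0.05, 0 by DESeq2) and 0 at 5 °C (43 at an unadjusted p under 0.05, 0 by DESeq2). Of 5807 genes in labelled mRNA summed over times, 0 were called at 1 °C (88 at an unadjusted p under 0.05, 4 by DESeq2 and 1 by limma voom) and 0 at 5 °C (264 at an unadjusted p under 0.05, 0 by DESeq2 and 1 by limma voom). These sums weight each time by its reads, which differed between cultures. That may widen the spread between cultures and weaken the edgeR and DESeq2 tests, while limma voom took the times apart. With library sizes from S. pombe reads, 29 and 1 genes were called in steady-state mRNA and 19 and 2 in labelled mRNA at 1 °C and 5 °C. Without low [GSH] replicate 2, 2 genes were called in labelled mRNA at 1 °C, and without high [GSH] replicate 2, 1 gene was. In labelled mRNA at 1 °C, OYE3, an NADPH oxidoreductase gene, had a log2 fold change of -0.96 (standard error 0.18, adjusted p = 0.779 from edgeR), with 89.4 ± 5.87 CPM at high and 174 ± 43.7 at low [GSH] (SD, n = 3 each). OYE3 did pass the threshold with DESeq2 (-0.96), limma voom (-0.84), S. pombe library sizes (-1.48) and without low [GSH] replicate 2 (-1.16). At 5 °C, INH1, an inhibitor of the mitochondrial ATP synthase, had 0.39 (standard error 0.15, adjusted p = 0.946). In steady-state mRNA at 1 °C, TDH1, a glyceraldehyde-3-phosphate dehydrogenase gene whose count is uncertain because it shares sequence with near-identical paralogs, had 0.42 (standard error 0.16, adjusted p = 0.896). From these series, the paper goes on to reason from the low [GSH] population alone.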

By comparing the transcriptional rate with the protein-synthesis rate at various temperatures for the low [GSH] population, we found that the protein-synthesis rate decreased faster compared to the genome-wide transcription rate as temperature decreased toward 0 °C (Fig. 5d and Supplementary Fig. 46). This was more evident when we compared how the inverse of each rate changed as a percentage of the doubling time at each temperature. The inverse of each rate yields a characteristic time for a given process (transcription or protein synthesis). Plotting the characteristic time as a fraction of the doubling time at each temperature reveals that as the temperature decreases, mRNA-synthesis time becomes more negligible whereas protein-synthesis time becomes a larger fraction of the doubling time (Fig. 5d). Since the characteristic time for protein synthesis includes the characteristic time for transcription, this result establishes that, as temperature approaches 0 °C, the working speeds of translational and post-translational machineries become more rate limiting for cell duplication whereas transcription becomes less rate limiting for cell duplication.

### Mathematical model explains speed limits for cell cycle

We can now determine how a cell’s doubling time arises from its ROS level and protein-synthesis rate at each temperature. We established that cells with more ROS have longer doubling times and that they rely on ROS-reducing enzymes. Hence, a cell with a minimal ROS would have the shortest doubling time *t* which would depend only on the protein-synthesis timescale which is not affected by ROS. For a cell with a non-negligible level of ROS, it would need an additional time Δ*t*, on top of *t*, to remove ROS. Cells with higher ROS would have a larger Δ*t*. Thus, a cell’s doubling time *τ* is (Fig. 6a):

1 $$\tau=t+\triangle t$$

**Fig. 6:**
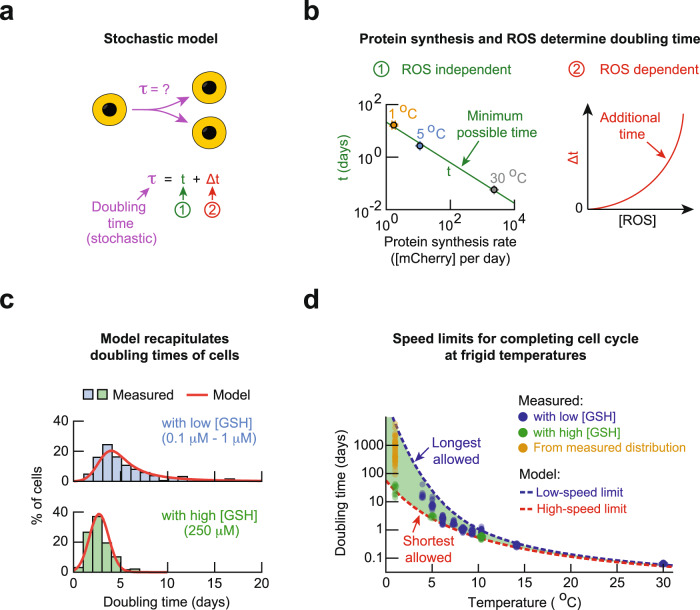
Mathematical model explains origin of low-speed and high-speed limits for completing cell cycle at frigid temperatures. **a** Description of the stochastic model (Supplementary Notes). A cell’s doubling time τ is a stochastic variable that is dictated by a ROS-independent minimum duration *t* (labeled as “1”) and a stochastic, ROS-dependent duration Δ*t* (labeled as “2”). **b** Minimum possible doubling time *t* (taken from populations with 250 µM GSH at 5 °C or the average duration of S-G2-M at 1 °C) as a function of the protein-synthesis rate. Error bars show s.e.m. of *n* = 3 biological replicates. Solid green line shows a power-law fit (exponent of 0.77 ± 0.05, Pearson correlation-coefficient *β* = 0.9979). The additional duration Δ*t* is determined by the intracellular ROS level and varies among cells (red line). **c** Model recapitulates the doubling times of cells at 5.0 °C with and without added GSH. Histograms are measured values. Red curves are predictions of the model. **d** Model produces longest allowed doubling time (blue curve) and shorted allowed doubling time (red curve) for each temperature. The longest allowed doubling times are the doubling times of cells with the threshold concentration of ROS. Model predicts that a cell’s doubling time must fall within the green shaded region. Experimental data are from “with low [GSH]” populations as defined previously (blue dots), “with high [GSH]” populations (green dots, >5 °C), and 1 °C (green dots). Yellow dots are doubling times of individual cells that we extrapolated from measured distribution of cell-cycle times at 1 °C (Supplementary Notes). All data in this figure are in the Source Data file.

Like the protein-synthesis rate, we found that an Arrhenius-type function recapitulated the measured doubling times of cells that had the least amounts of ROS. Consequently, we discovered a power-law relationship^35, 36^ between *t* and the average protein-synthesis rate *r*: $$t \sim {r}^{-0.77}$$ (Fig. 6b). To obtain Δ*t*, which varies among cells as a stochastic variable, we used the fact that the measured distribution of ROS levels among cells was approximately log-normal and that a cell needs time to build ROS-reducing enzymes which depends on the protein-synthesis rate. These two considerations lead to $$\triangle t \sim \frac{1}{r}\cdot {{\exp }}(\left[{ROS}\right])$$ (Fig. 6b and Supplementary Notes). With the *t* and Δ*t* as defined above, we performed stochastic simulations in which we used the observed threshold-concentration of ROS to determine whether a cell divides or not and, for a dividing cell, its doubling time (details in Supplementary Notes). The simulation reproduced the measured distribution of doubling times among cells (shown for 5 °C in Fig. 6c; Supplementary Fig. 47). Importantly, when we plotted together all the measured doubling times for every temperature, we found that all data points lay between the shortest and longest allowed doubling times that the model dictated at every temperature (Fig. 6d). Hence, the data validate our model’s explanation of the origin of speed limits for completing the cell cycle. Specifically, the shortest allowed doubling time *t*, which corresponds to a high-speed limit, is defined by the protein-synthesis rate: $$t \sim {r}^{-0.77}$$. The model shows that cells cannot complete the cell cycle any faster than the temperature-specific, high-speed limit because cells cannot synthesize proteins at an arbitrarily fast pace. The longest allowed doubling time *τ*_*max*_, which corresponds to a low-speed limit, is determined by the protein-synthesis rate and the threshold concentration of ROS ($${\left[{ROS}\right]}_{{{{{\rm{threshold}}}}}}$$):

2 $${\tau }_{\max }\propto {r}^{-0.77}+\frac{1}{r}\cdot {\exp }({\left[{ROS}\right]}_{{{{{\rm{threshold}}}}}})$$

The model shows that cells cannot complete the cell cycle any slower than the temperature-specific, low-speed limit. Near 0 °C, the low-speed limit corresponds to an extremely long doubling time (e.g., ~3 years at 1 °C). While such cell duplications may be possible, their likelihood in the model are so low that observing such a cell duplication is extremely unlikely (Supplementary Fig. 31).

## Discussion

Without knowing any details, one can state that a cell cannot duplicate at an arbitrarily fast pace for any temperature. But it is not obvious that a cell cannot take an arbitrarily long time to complete the cell cycle. Here, we discovered high- and low-speed limits at each, frigid temperature and how they arise from an interplay between the protein-synthesis rate and ROS. Crucially, we found no evidence of an upper bound for the doubling time: yeast’s life can be slowed down to an arbitrarily slow pace by bringing the temperature arbitrarily close to the freezing point. However, we also found that self-replication, while possible, becomes exceedingly unlikely as temperature approaches the growth medium’s freezing point.

We uncovered a temperature-dependent growth law for yeast by examining the temperature-dependent quantitative relationships among the rates of genome-wide transcription, protein synthesis, and cell proliferation (Supplementary Discussion). These relationships have been unclear despite previous studies having examined how temperature affects specific genes in microbes^6, 37–40^. We discovered how slowly gene-expression machineries can function and how their slow functioning constrains the cell-cycling pace. This work thus revealed quantitative limits to thermally slowing down a cell’s self-replicating dynamics.

## Methods

### Yeast strains

The wild-type, haploid yeast strain W303 that we used is from Euroscarf with the official strain name, 20,000 A. It is isogenic to another laboratory-standard haploid yeast strain, W303a, and has the following genotype: *MATa; his3-11_15; leu2-3_112; ura3-1; trp1*∆*2; ade2-1; can1-100*.

### Growth media

We cultured all yeasts in defined, minimal media (SC) that consisted of (all from Formedium): Yeast Nitrogen Base (YNB) media (cat. No. CYN0410), Complete Supplement Mixture (CSM, cat. No DCS0019) containing all the essential amino acids and vitamins, and glucose at a saturating concentration (2% = 2 g per 100 ml, Melford Biolaboratories Ltd., cat. No. G32040). The agar pads, which we used for growing yeast colonies, contained 2%-agar (VWRChemicals), Yeast Extract and Peptone (YEP) (Melford Biolaboratories Ltd., cat. No. Y20020 and P20240 respectively), and 2% (w/v) glucose.

### Flow cytometry

We used BD FACSCelesta with a High-Throughput Sampler and lasers with the following wave lengths: 405 nm (violet), 488 nm (blue) and 561 nm (yellow/green). Data were gathered with BD FACSDiVa 8.0 software. We calibrated the FSC and SSC gates to detect only yeast cells (FSC-PMT = 681 V, SSC-PMT = 264 V, GFP-PMT = 485 V, mCherry-PMT = 498 V. As a control, flowing dPBS yielded no detected events). The number of cells per mL that we plotted in our growth experiments is proportional to the number of events (yeast cells) that the flow cytometer measured in an aliquot of cells with a defined volume. We measured the GFP fluorescence with a FIT-C channel and the mCherry fluorescence with a mCherry channel. We analyzed the flow cytometer data with a custom MATLAB script (MathWorks; R2020).

### Growth experiments

In a typical growth experiment, we first picked a single yeast colony from an agar plate and then incubated it at 30 °C for *~*14 h in 5 ml of minimal medium. Afterward, we took a 20 µl aliquot from the 5 ml culture, diluted it to a known volume and then flowed it through our flow cytometer to determine the 5 ml culture’s population-density (# of cells per ml). We then serially diluted the culture into fresh minimal media to a desired initial population-density for a growth experiment at the desired temperature. Specifically, we distributed 5 ml of diluted cells to individual wells in a “brick” with twenty-four 10 ml wells (Whatman, 24-well × 10 ml assay collection and analysis microplate). This ensured that we had four identical replicate cultures for each initial population-density. We sealed each brick with a breathable film (Diversified Biotech: Breathe-Easy), covered it with a custom-made Styrofoam-cap for insulation, and incubated it in a compressor-cooled, high-precision thermostatic incubators (Memmert ICP260) that stably maintained their target temperature throughout the course of our growth-experiments, with a typical standard deviation of 0.052 °C over time (deviation measured over several days—see Supplementary Fig. 1). Throughout the incubation, the cultures in the brick were constantly shaken at 400 rpm on a plate shaker (Eppendorf MixMate) that we kept in the incubator. To measure their population densities, we took a small aliquot (typically 250 µl) from each well, diluted it with dPBS (Fisher Bioreagents) into a 96-well plate (Sarstedt, Cat. #9020411), and then flowed it through the flow cytometer which gave us the # of cells per ml. Alternatively, the cultures were distributed into glass tubes, that were kept in the incubator and constantly mixed using a rotator set to 40 rpm.

### Measuring the percentage of dead cells

Cells were incubated as described in the Methods section titled “growth experiments”. After *~*2 weeks of incubation, we took aliquots of each culture at each time point, and then stained the cells for 20 min with 1 µg per ml of propidium iodide (Thermo Fisher Scientific, cat. No. P3566). We then flowed these (stained) cells through our flow cytometer and measured the number of cells that were unstained by propidium iodide—these cells have intact membranes, and are assumed to be alive (conversely, stained cells have lost membrane integrity and are assumed dead^41^. We then used the total number of cells and the number of dead or alive cells to extract the growth rate and death rate during several weeks. For this we assumed a simple stochastic growth model that we fitted to our data (see Supplementary Notes).

### Microscope sample preparation

All microscopy imaging was performed with 96-well glass-bottom imaging plates (cat. No. 5221-20, Zell-Kontact). Before each sample preparation, the glass bottom of the wells was pre-treated with 0.1 mM concanavalin A for 20 min at room temperature (ConA, Cat. No. C2010, Sigma-Aldrich). We then removed the conA and added an appropriate number of cells to each well. Typically, we added an aliquot containing *~*7500 cells and supplemented with sufficient dPBS (Gibco, Life Technologies Limited, cat. No. 14190-144) such that the volume of each well was 200 µl. The plate was then centrifuged at 107 × *g* for 5 min using a centrifuge (Eppendorf, 5810R) that was precooled at the desired temperature (e.g., 5 °C).

### Microscope data acquisition and time-lapse

We used an Olympus IX81 inverted, epifluorescence, wide-field microscope. Temperature was kept constant during imaging by an incubator cage (OKO Lab) that enclosed the microscope. Fluorescent proteins or fluorescent probes were excited using a wide-spectrum lamp (AMH-600-F6S, Andor) and images were acquired with an EM-CCD Luca R camera (Andor) and IQ3 software v3.2 (Andor). For time-lapse movies, we prepared yeast cells as described in the Methods section titled, “growth experiments”, for 2 weeks. Aliquots were then transferred to 96-well imaging plates as described in the Methods section titled, “microscope sample preparation”, except that the cultures were not diluted with dPBS. The imaging plates that contained yeast samples were subsequently incubated at the desired temperature throughout the time-lapse (e.g., 5 °C for typically *~*3 weeks), and transported and kept on ice for imaging (typically once every day). We checked that the transport and microscopy—usually less than 15 min during which the imaging plate and samples inevitably warm up—had no observable influence on the samples. To do this, we compared two imaging plates that contained aliquots of the same samples. One plate was imaged once every day for 3 weeks as described above. The other plate was only imaged once, after the 3 weeks of incubation and was never transported on ice or warmed up. We found no difference between the cultures in the two plates—in terms of cell density, ROS stress or cell size—after 3 weeks of incubation.

### Microscope data analysis

We processed the microscope data using ImageJ (1.53c) and MATLAB (R2020). Specifically, we segmented the cells by creating oval masks containing the cells and extracted fluorescence values or cell size from the area inside these masks. We computed the fluorescence for each cell by taking the maximum intensity of 20 images spaced 0.2 µm apart in a z-stack. Finally, we corrected for the background fluorescence by subtracting the average (maximum) background fluorescence in the field-of view from the value obtained for each cell.

### Measuring extracellular reduced and oxidized glutathione

To quantify extracellular glutathione, we isolated the growth media from liquid cultures by flowing liquid cultures through a 0.2 µm pore filter (VWR). We ensured that no cells remained in the filtered media by flowing an aliquot through our flow cytometer. We then measured the total concentration glutathione in the filtered media as described in the manufacturers’ protocol (quantification kit for oxidized and reduced glutathione (cat. No, 38185, sigma aldrich)). To quantify both the concentration of oxidized and reduced glutathione, we took two 200 µl aliquots of the filtered media. To one of the aliquots, we then added 4 μl of masking agent provided with the kit (most likely 2-vinylpyridine in ethanol at a final concentration of *~*3 mM). All aliquots were then incubated for 1 h at 37 °C together with standard curves for reduced glutathione (Cat. No. G4251, sigma Aldrich) without masking agent and oxidized glutathione (G4376, Sigma Aldrich) with masking agent. (During incubation, the masking agent irreversibly binds and thereby removes reduced glutathione. The assay subsequently only detects oxidized glutathione in the samples. We verified that this protocol indeed quantifies the amount of oxidized and reduced glutathione. We found that the masking agent removed *~*90% of the reduced glutathione during incubation, resulting in a false signal of *~*10% reduced glutathione.). We used a spectrophotometer (Spectrostar nano, BMG labtech) to measure the optical absorbance at 415 nm.

### Measuring the concentration of intracellular ROS

We prepared yeast cells as described in the Methods section titled, “growth experiments”, and incubated the cultures for 2 weeks. We then transferred aliquots to 96-well imaging plates as described in the “Methods” section titled, “Microscope sample preparation”, except that the cultures were not diluted with dPBS. We next removed the supernatant and washed the cells twice with precooled dPBS at 5 °C to remove thiols from the growth media (e.g., cysteine). We then added an indicator dye and incubated the cells for 30 min at 5 °C. As indicator dye, we used the dye named “mitoSOX red” to stain intracellular superoxide (at 5 µM final concentration, Thermo Fisher scientific Cat. No. M36008) or a dye named “cellROX orange” to stain intracellular ROS (at 5 µM final concentration, Thermo Fisher scientific Cat. No. C10443). Finally, we removed the excess dye by washing the cells twice with dPBS and imaged the cells with a microscope as described in the “Methods” section titled, “microscope data acquisition and time-lapse”. For a co-stain of multiple indicator dyes, we stained the cells as described above by co-incubating the cells with multiple dyes at the same time. For time-lapse movies of cells stained with the indicator dyes, we followed the above protocol with the following modifications. After preparing the cells and washing away the excess dye, we placed back the supernatant (growth media) that we took away before and kept at 5 °C when incubating the cells with the dye. We then proceeded with the microscopy time-lapse as described in the “Methods” section titled, “microscope data acquisition and time-lapse”.

### Measuring extracellular ROS production rate

To measure the extracellular oxidation rate, we used a probe called dihydroethidium (DHE, Thermo Fischer Scientific, Cat. No. D11347) that becomes fluorescent upon oxidation by ROS (superoxide). Dihydroethidium is usually used to detect intracellular ROS, and it intercalates with DNA giving a bright signal in the nucleus. Instead, we used dihydroethidium to detect extracellular ROS where no cellular components were present. To still facilitate the fluorescent signal of dihydroethidium, we added herring sperm DNA (Promega, Cat. D1816) to our samples with a 0.2 mg per ml final concentration. Right before measuring fluorescence, we added dihydroethidium to our samples with a 20 µM final concentration. We then transferred the samples to a flat-bottom 96-well plate (Sarstedt, Cat. #82.1581.001) using 150 µl per well. Directly after, fluorescence was measured using a plate reader (Synergy HTX Multi-Mode Microplate Reader, Biotek) every 3 min for 2 h. Data were gathered with the BioTek Synergy HTX software (version 2018). Fluorescence was measured with excitation at 500 nm and emission at 620 nm. For measuring the oxidation rate at 30 °C, we pre-warmed all media and set our plate reader to incubate the samples at 30 °C during the measurements. For measuring the oxidation rate at 5 °C, we prepared 5 mL of each sample that we precooled at 5 °C. During the experiment, we incubated the samples at 5 °C for a day. We took 150 µl aliquots of each sample every hour and transferred these into a 96-well plate. Directly after we measured the fluorescence of these aliquots with our plate reader. For all samples, we measured and averaged the fluorescence of three technical replicates. All measurements included controls consisting of pure water or regular SD media. The oxidation rate was determined by determining the slope (arb. units per second) of the fluorescence curve during *~*1 h (at 30 °C), starting typically after measuring 10 min with the plate reader. We used the following scavengers of ROS (from Sigma Aldrich): tiron (4,5-dihydroxy-1,3-benzenedisulfonic acid disodium salt monohydrate, cat. No. 172553), trolox ((*±*))−6-Hydroxy-2,5,7,8-tetramethylchromane-2-carboxylic acid, cat. No. 238813). Samples with ROS scavengers were compared to a control in appropriate solvent (for example, a sample having trolox that is dissolved in DMSO was compared to a sample having only DMSO).

### Limited nutrients experiment

To test the effect of nutrients on the growth of cells at low temperatures, we prepared fresh wild-type yeast cells as described in the Methods section titled, “growth experiments”, except that we limited the amount of nutrients in the fresh growth media. Specifically, we diluted the minimal media with various amounts of water, and then supplemented each media with 2% glucose. Thus, each media contained a known percentage (0−100%) of the nutrients that are in regular minimal media and 2% of glucose. After transferring fresh populations of cells into each media, we incubated the cultures to 5 °C and measured their population density over time as described in the Methods section titled, “growth experiments”.

### Measuring extracellular ROS production during nutrient depletion

To measure the extracellular oxidation rate that cells experience during their incubation at low temperatures, we prepared cultures of our wild-type yeast at various starting densities as described in the Methods section titled, “growth experiments”. We then incubated the cells at the 5 °C, and measured the oxidation rate in the growth media over time. To do so, we took aliquots of the cultures that we kept at 5 °C, and flowed them through a 0.2 µm pore filter (VWR, cellulose-acetate membrane). We then directly proceeded to measure the ROS production rate in the supernatant as described in the Methods section titled, “measuring extracellular ROS production rate”.

### Measuring the cell cycle progression

We used a strain, termed “cell-cycle marker strain”, to measure the progression of the cell cycle at low temperatures. We prepared cultures of the cell-cycle marker strain as described in the Methods section titled, “growth experiments”. After 2 weeks, we transferred aliquots of the cultures to a pre-cooled 96-well microscopy plate that we kept on ice. The microscopy plate was further prepared as described in the Methods section titled, “microscope sample preparation”. We kept the plate at the desired temperature (e.g., 5 °C) for one day, and then proceeded by taking a snapshot of each sample twice per day for time-lapse movies as described in the Methods section titled, “microscopy data acquisition”. We analyzed the time-lapse movies as described in the Methods section titled, “microscope data analysis”. In short, to quantify the amount of nuclear Whi5-mCherry and H2B-GFP, we first located the nucleus by segmenting the GFP fluorescence of each cell using a threshold GFP fluorescence that we kept fixed for all cells and time points. The nucleus was then the group of pixels whose fluorescence exceeded this threshold. We then determined the total mCherry and GFP fluorescence within the cell’s nucleus. From this fluorescence we subtracted the average background fluorescence in the field-of-view from the value obtained for each cell. Finally, to obtain the copy number of DNA we rescaled the nuclear GFP between the average minimum and maximum GFP fluorescence that we observed for duplicating cells, and to obtain the amount of nuclear Whi5 we took the ratio of the nuclear and cytoplasmic mCherry (Supplementary Fig. 23).

### Mutant yeasts

We constructed several mutant strains in which we removed genes involved in (oxidative) stress-response. In short, we designed primers whose ends were homologous to the flanking regions of the desired gene to be knocked out. Using these primers, we amplified a selection marker by PCR, and knocked out the desired gene in the wild-type yeast via homologous recombination. Mutants were selected on YPD selection plates and knockouts were verified by PCR. Specifically, we knocked out the genes for the stress-response transcriptional activators (*MSN2*), membrane organization (*HSP12*), disaggregase (*HSP104*) glutathione s-transferase (*GTT2*) and glutathione peroxidase (*GPX1*) using the HygB selection marker and YPD plates containing hygromycin B. We also knocked out genes for a suppression of protein aggregation (HSP26), glutaredoxin (*GRX2*), catalase (*CTT1*) and the transcriptional regulator of G1-to-S transition (*WHI5*) using the NatMX selection marker and YPD plates containing nourseothricin. The *MSN2, MSN4* double knockout was constructed by removing, sequentially, first the *MSN2* gene and then the *MSN4* gene. We thus obtained several mutants that lacked genes for transcriptional regulation (*msn2, msn4*∆-strain, *whi5*∆-strain) or that lacked genes for the oxidative stress response (*gtt2*∆-strain, *gpx1*∆-strain, *grx2*∆-strain and *ctt1*∆-strain).

### FISH probes

We designed single-molecule FISH probes to detect mCherry-mRNA. For this we used the Stellaris FISH probe designer (LGC Biosearch Technologies; www.biosearchtech.com). The set of probes (25 probes) were designed to attach to the full length of mCherry RNA and were coupled to Quasar 670 (a Cy5 analog, LGC Biosearch Technologies). We also designed FISH probes to detect mRNA of endogenous yeast genes to convert TPM values from our 4tU RNA-sequencing data to integer numbers of RNA per cell. For this, we used probes for RPS3 (30 probes coupled to Quasar 670), RPL3 (48 probes coupled to Quasar 570, a Cy3 analog LGC Biosearch Technologies), RPB1 (48 probes coupled to Quasar 670) and RPB3 (40 probes coupled to Quasar 570). 

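In the steady-state libraries, RPS3 and RPL3, which encode ribosomal proteins of the small and large subunit, were among the more abundant mRNAs, and RPB1 (RPO21), which encodes the largest subunit of RNA polymerase II, and RPB3, another of its subunits, were lower. RPS3 (YNL178W, chromosome XIV 302680 to 303402 of R64) stood at 1126 ± 26.3 TPM at 1 °C, 625 ± 55.2 at 5 °C and 1779 ± 219 at 30 °C with low [GSH] (SD, n = 3 each), and 1148 ± 47.3 at 1 °C and 660.4 ± 67.4 at 5 °C with high [GSH]. RPL3 (YOR063W, chromosome XV 444686 to 445849) stood at 1088 ± 115 TPM at 1 °C, 834 ± 43.9 at 5 °C and 1395 ± 81.0 at 30 °C with low [GSH], and 1027 ± 71.0 and 857 ± 74.9 with high [GSH] (SD, n = 3 each). RPO21 (YDL140C, chromosome IV 205360 to 210561) stood at 107 ± 4.39 TPM at 1 °C, 260.4 ± 22.6 at 5 °C and 113 ± 15.6 at 30 °C with low [GSH], and 101 ± 6.65 and 237 ± 30.2 with high [GSH] (SD, n = 3 each). RPB3 (YIL021W, chromosome IX 312905 to 313861) stood at 105 ± 9.01 TPM at 1 °C, 57.9 ± 2.72 at 5 °C and 63.3 ± 10.6 at 30 °C with low [GSH], and 100.2 ± 9.84 and 58.4 ± 6.70 with high [GSH] (SD, n = 3 each). TPM here is over S. cerevisiae nuclear protein-coding genes, with 373 to 55949 estimated reads per gene and library.
On the TMM scale of edgeR, which sets a trimmed mean of genes to no change, RPS3 fell by 1.44 on the log2 scale from 30 °C to 1 °C (standard error 0.12, adjusted p = 7.7e-08 from edgeR) and by 2.16 from 30 °C to 5 °C (standard error 0.12, adjusted p = 1.47e-09). RPL3 fell by 1.15 and 1.40 in the same comparisons. RPO21 was at -0.87 at 1 °C and 0.56 at 5 °C against 30 °C, and RPB3 at -0.05 (adjusted p = 0.665) and -0.77. With library sizes from S. pombe reads, RPS3, RPL3, RPO21 and RPB3 were higher at 1 °C than at 30 °C (0.84, 1.13, 1.40 and 2.20), and RPB3 was 0.16 at 5 °C against 30 °C. Relative to all mRNA reads, an alternative chosen after seeing the data that puts the median of all genes at 0.64 at 1 °C and 0.29 at 5 °C against 30 °C, RPS3 was at -0.83 and -1.84, RPL3 at -0.54 and -1.08, RPO21 at -0.26 and 0.87, and RPB3 at 0.56 and -0.46. RPB3 at 1 °C against 30 °C was 0.05 without 30 °C replicate 3 and 0.07 with upper quartile scaling.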

The excitation and emmission peaks of these fluorophores are ex. 548/em. 566 nm (Quasar 570) and ex. 647/em. 760 nm (Quasar 670).

### Single-molecule RNA FISH

We used the standard protocol for single-molecule RNA FISH in yeast, as described in “Protocol for *S. cerevisiae* from Stellaris RNA FISH” (LGC Biosearch Technologies). Finally, we made sure to image the fluorescence of Quasar 670 probes first during our measurements, as this was the dye most sensitive to photo bleaching.

### Measuring single-gene transcription rate

We used a strain termed, “mCherry-inducible strain”, to measure the transcription rate. We prepared cultures of the mCherry-inducible strain as described in the Methods section titled, “growth experiments”, except that we used minimal media (SC) containing 2% raffinose as the growth media. The cultures were incubated in 500 ml Erlenmeyer flasks 5 °C for 2 weeks on an Eppendorf platform shaker set to 125 rpm. After 2 weeks, we supplemented the cultures with 2% galactose. After further incubating the cultures at 5 °C for the desired amounts of time, we transferred aliquots of the cultures (typically *~*10 ml) to 15 ml tubes containing 37% formaldehyde such that the final volume formaldehyde was 10%. We then proceeded with RNA FISH as described in the Methods section titled, “single-molecule RNA FISH”.

### Measuring single-gene expression rate

We used a strain named, “inducible mCherry strain”, to measure the gene expression rate. We prepared cultures of the mCherry-inducible strain as described in the Methods section titled, “growth experiments”, except that the minimal media (SC) contained 2% raffinose as the carbon source. We then incubated the cultures for two weeks in glass tubes at 5 °C in a rotator at 40 rpm. After 2 weeks, we transferred aliquots of the cultures to a pre-cooled 96-well microscopy plate that we kept on ice. The microscopy plate was further prepared as described in the Methods section titled, “microscope sample preparation”. As media, we used fresh, pre-cooled SC containing 2% raffinose to dilute the aliquots to the desired density on the microscopy plate. We kept the plate at the desired temperature (e.g., 5 °C) for one day, and then took a snapshot of the populations as described in the Methods section titled, “microscope data acquisition and time-lapse”. Finally, we supplemented each sample on the microscopy plate with 2% galactose to induce the expression of mCherry. We then proceeded by taking a snapshot of each sample twice per day for time-lapse movies as described in the Methods section titled, “microscopy data acquisition”. In parallel, we also added 2% galactose to the original cultures that were kept in the rotator at 5 °C. We then measured the average mCherry fluorescence of the population twice per day by flowing aliquots of the cultures through our flow cytometer as described in the Methods sections titled, “growth experiments” and “flow cytometry”.

### Preparing cells and RNA extraction

To prepare fresh cells we first picked a single yeast colony from an agar plate and then incubated it at 30 °C for *~*14 h in 6 ml of SD media. We then took aliquots of this culture and spun them down using a centrifuge. For each aliquot, we removed the supernatant and resuspended the pellet in fresh media of the desired composition (for example, fresh SD, or fresh SD containing 250 µM glutathione, or 0.25× SD – consisting of 25 volumes of regular SD and 75 volumes of water containing 2% glucose). Typically, we added *~*10 ml of fresh media. Each new culture contained the cells from *~*1 ml of the initial culture (initial density *~*500,000 cells per ml). We incubated the new cultures at the desired temperature for 14 days in glass tubes in a rotator set to 40 rpm. We performed RNA extractions using the RiboPure Yeast RNA extraction kit (Thermo Fischer Scientific, cat. No. AM1926) following the kit instructions. We also performed the DNAse treatment after RNA extraction and stored the isolated RNA in elution buffer at *−*80 °C before further processing.

### Measuring genome-wide transcription rate with 4tU labeled RNA (see Supplementary Text for details)

In short, we prepared large cultures of our wild-type yeast similarly to the description in the Methods section titled, “growth experiments”, and added 4-thiouracil (4tU) to the growth media at a final 5 mM concentration^42^. Samples were subsequently collected after desired amounts of time at each temperature. We discarded the supernatant and re-suspended the pellet in 1 ml of RNAlater (Cat. No. AM7021, Thermo Fischer Scientific). As a spike-in of 4tU labeled RNA we used a fixed amount of cells from *Schizosaccharomyces pombe* (YFS110) analogously to previous work^42^. 

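S. pombe transcripts took the larger share of a library where little S. cerevisiae RNA was labelled. Their share of TPM in the labelled libraries had a median of 6.41% (3.00% to 90.5%) at 1 °C with low [GSH] and 8.36% (4.50% to 93.7%) with high [GSH], 14.1% (2.98% to 94.4%) at 5 °C with low [GSH] and 12.8% (2.65% to 89.7%) with high [GSH], and 62.3% (17.2% to 96.3%) at 30 °C. In each group the highest share was that of a library at time 0. In the steady-state libraries it was 3.85% to 5.49% at 1 °C, 6.65% to 9.87% at 5 °C and 12.3% to 13.2% at 30 °C with low [GSH], and 3.18% to 5.62% and 6.69% to 7.37% at 1 °C and 5 °C with high [GSH]. Background in the pull-down, read as the ratio before labelling with high [GSH], was 0.0412 at 1 °C and 0.0679 at 5 °C. Among the labelled libraries, a median of 75.7% of TPM fell on nuclear protein-coding genes of S. cerevisiae, 2.00% on its snoRNA genes and 1.01% on its other non-coding RNA, against 44.5%, 20.9% and 17.6% in the steady-state libraries. Ribosomal RNA of S. cerevisiae, which Ribo-Zero is meant to deplete, took 0.303% to 31.7% of TPM in the labelled libraries at 30 °C. That of S. pombe, which is part of the spike-in sum, took 0.421% to 34.1% there. The paper describes the spike-in as a fixed number of S. pombe cells, and the series description as a fixed amount of labelled S. pombe RNA, and the ratio was used in the same way for either.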

We then spun down our samples in a pre-cooled centrifuge, removed the RNAlater, and proceeded with RNA extraction as described in the Methods section titled, “preparing cells and RNA extraction”. After RNA extraction, we proceeded with biotinylation and purification of the 4tU labeled RNA following existing protocols with minor modifications^42^. After sequencing, we processed all sequencing data with the Salmon tool (v1.5.1) to quantify relative transcript abundance^43^. Finally, we converted the transcript levels for *S. cerevisiae* to gene expression levels (Transcripts Per Million, TPM), merged all samples using the package tximport (v3.16) from Bioconductor^44^ and converted our 4tU time-lapses to “# of RNA per cell” (more details in Supplementary Figs. 34–36). We also used R Studio 3.5.1 to analyze these data.

### Mathematical model

Derivations of equations, a detailed description of the mathematical model, and the parameter values used for simulations are in the Supplementary Notes.

### Codes’ functionality

We provide two scripts, written in MATLAB (R2020). Running these two scripts produces Fig. 6c, d as outputs. “code_fig6c.m” requires no input or data. It produces Fig. 6c. “code_fig6d.m” requires no input or data. It produces Fig. 6d. Only a commercial license for MATLAB is required to run these MATLAB codes (license for version R2015 or later). No other licenses or software are required to run our codes. After installing MATLAB, one downloads our codes on Github (see the “Code availability” statement) and hit “run” in the MATLAB environment to execute our codes. Together, these codes implement stochastic simulations of single cells at frigid temperatures: how each cell randomly replicates, dies, or remains alive without replicating at each time step. Please see Supplementary Data 1 for the pseudocodes that describe our codes in detail.

### Statistics and reproducibility

No statistical method was used to predetermine sample size. The experiments were not randomized. No data were excluded from the analyses. The investigators were not blinded to allocation during experiments and outcome assessment. In general, sample sizes were *n* = 3 biologically independent replicates, or the nearest integer n such that the number of conditions or biological replicates fills up the available equipment (e.g., six conditions with each condition having four biological replicates for an experiment in which we used a 24-well plate). For microscopy, the number of analyzed cells were limited by the number of cells that could be in a field of view and remain unobstructed throughout the duration of the resulting, time-lapse movie.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Reporting Summary

## Data Availability

Source data are provided with this paper. Data generated in this study are available in the Source Data file and at: https://github.com/youklab/LamanTrip-coldTemp-2022. The RNA-Seq data generated in this study are available at NCBI GEO database under accession code GSE211918. The Gene Ontology data for *Saccharomyces cerevisiae* used in this study are available at the YeastPathways data base https://pathway.yeastgenome.org/YEAST/NEW-IMAGE?object=Gene-Ontology-Terms. Source data are provided with this paper.

## Source data

Source Data

## Code availability

All scripts used for simulations in this work are available at GitHub: https://github.com/youklab/LamanTrip-coldTemp-2022/tree/main/Codes.

# Supplementary material for: Slowest possible replicative life at frigid temperatures for yeast
**Source:** Nat Commun. 2022 Dec 6;13:7518. doi: 10.1038/s41467-022-35151-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

Supplementary Data 1 | Pseudocodes (related to fig. 6c-d).

Together, these codes implement stochastic simulations of single cells at frigid temperatures: how each cell randomly replicates, dies, or remains alive without replicating at each time step.

Supplementary Movie 1 | Movie of a cell dying at 5 °C (related to fig 3a).

This cell dies by bursting and is representative of the typical way that a cell dies at frigid temperatures (5 °C and below). For this movie, before beginning the time-lapse imaging, we incubated the cells of a high-density population (initially ~6,250 cells per ml) at 5 °C for 14 days. Then, every day for several weeks, we imaged multiple fields of view, including one that contains the cell shown in this movie. Shown here is a cell whose size continuously increases for three days before bursting, on day 17. Movie shows brightfield images that were drift corrected and contrast enhanced with a stack histogram.

Supplementary Movie 2 | Movie of a cell increasing in size without duplicating at 5 °C (related to Fig. 3a).

This cell continuously increases in size without duplicating throughout the duration of the movie and is representative of a typical cell that grows without duplicating at frigid temperatures (5 °C and below). For this movie, before beginning the time-lapse imaging, we incubated cells of a high-density population (initially ~6,250 cells per ml) at 5 °C for 14 days. Then, every day for several weeks, we imaged multiple fields of view, including one that contains the cell shown in this movie. Movie shows brightfield images that were drift corrected and contrast enhanced with a stack histogram.

Supplementary Movie 3 | Movie of a cell duplicating at 5 °C (related to Fig. 4a).

We incubated cells of a high-density population (initially ~6,250 cells per ml) at 5 °C for 14 days prior to starting the time-lapse movie. This movie resulted from taking a snapshot twice per day for ten days. Shown here is the composite image formed merging a brightfield image with fluorescence of Whi5-mCherry (red) and H2B-GFP (green). This cell exits the G1 phase between 'day 15.5' and 'day 16' (Whi5 (red) exits the nucleus and forms a bud). This cell finishes duplicating itself and enters a G1 phase (Whi5 enters the nucleus), with the bud neck snapping between 'day 17' and 'day 17.5'. This cell then forms a new bud ('day 18') and finishes a second duplication ('day 20'). The cell finally exits G1 ('day 21.5') for the remainder of the movie. Fluorescence channels show a max-z-projection. All frames were drift corrected and channels were contrast enhanced with a stack histogram.

Supplementary Movie 4 | Movie of a cell growing without duplicating at 5 °C (related to Fig. 4b).

We incubated cells of a high-density population (initially ~6,250 cells per ml) at 5 °C for 14 days prior to starting the time-lapse movie. This movie resulted from taking a snapshot twice per day for ten days. Shown here is the composite image formed merging a brightfield image with fluorescence of Whi5-mCherry (red) and H2B-GFP (green). This cell remains in G1 and continuously increases in size for at least nine days. Fluorescence channels show a max-z-projection. All frames were drift corrected, and channels were contrast enhanced with a stack histogram.

Supplementary Movie 5 | Movie of a single cell duplicating at 1 °C (related to Fig. 5a).

This cell was at 1 °C for 12 days prior to starting the time-lapse imaging. We took a snapshot of the cell every four days for several months. Shown here is the composite image formed by

merging the brightfield image with the fluorescence of Whi5-mCherry (red) and H2B-GFP (green). This cell exits G1 (Whi5 (red) exits nucleus) and forms a bud after 'day 16', as shown for 'day 20'. The cell's chromosomes segregate (H2B (green) distributes between cells) and the cell finishes duplicating with its Whi5 entering its nucleus after 'day 25', as shown for 'day 30'. Both cells remain in G1 for the remainder of the following month. Fluorescence channels show a max-z-projection. All frames were drift corrected, and channels were contrast enhanced with a stack histogram.

Supplementary Movie 6 | Movie of mCherry expression in individual cells at 5 °C (related to Fig. 5c).

Cells were incubated at 5 °C for 15 days prior to giving them galactose to induce their mCherry expression (red). Cells were then imaged twice per day for 7 days. Both cells in this movie increase in their size without duplicating for the duration of the movie. Movie shows a max-z-projection of mCherry intensity. All channels were drift corrected, and channels were contrast enhanced with a stack histogram.

# Supplementary material for: Slowest possible replicative life at frigid temperatures for yeast
**Source:** Nat Commun. 2022 Dec 6;13:7518. doi: 10.1038/s41467-022-35151-2
**Supplement:** Supplementary file 11 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☐ ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

BD FACSDiVa 8.0
BioTek Synergy HTX (2018)
Andor IQ3 (v3.2)

Data analysis

MATLAB (R2020)
R Studio 3.5.1
ImageJ 1.53c;
Salmon-1.5.1
tximport v3.16

MATLAB codes used for modeling are publicly available at GitHub:
<https://github.com/youklab/LamanTrip-coldTemp-2022/tree/main/Codes>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Source data are provided with this paper. Data generated in this study are available in the Source Data file and at: <https://github.com/youklab/LamanTrip-coldTemp-2022>. The RNA-Seq data generated in this study are available at NCBI GEO database under accession code GSE211918 [<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE211918>]. The Gene Ontology data for *Saccharomyces cerevisiae* used in this study are available at the YeastPathways data base [<https://pathway.yeastgenome.org/YEAST/NEW-IMAGE?object=Gene-Ontology-Terms>].

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No sample size calculation was performed to predetermine sample size before any experiment (because our study does not use any human/clinical test subjects). Our experiments are on cell cultures. Therefore, as is the standard for experiments with cell cultures, in every experiment, we performed measurements on n biological replicates as indicated for each figure (n is at least 3 for every experiment; specific value is given in every figure). Error bars report the mean with s.e.m. for every experiment. As is the standard for cell-culture experiments like ours, n being larger than or equal to 3 is considered sufficient.
Data exclusions	We did not exclude data.
Replication	Every experiments was performed at least three independent times (precise value is reported for every data in our paper as "n = # biologically independent replicates" (# is at least 3 for every experiment). Specifically reproducibility of the experimental findings was verified by performing experiments with at least three different colonies on different days (i.e., at least n=3 biological replicates). All attempts at replication were successful and are reported as replicates.
Randomization	This is not relevant for our study because our study does not use any statistical hypothesis testing on human/clinical subjects and did not use any subjective testing. We reported all data from biological replicates. In any of our experiments which used only cells, the concept of "randomizing" cells does not make sense.
Blinding	Blinding was not necessary for our experiments because our study does not use any statistical testing on human/clinical subjects and no conclusions involved any biases (which is what blinding is used to prevent). There are no human/clinical subjects or subjective testing of any sort. Our experiments used cultures of yeast cells and we reported all the results from biological replicates. Mathematical modeling reproduced these features, further solidifying our conclusions.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☒	☐ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☒	☐ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	EUROSCARF for the wild-type strain. We built all other strains starting from the wild-type strain as explained in "Methods".
Authentication	We checked that the strains used in this study contained all the right selection markers and the genes that we inserted at the correct locus by PCR.
Mycoplasma contamination	We used yeast cells and thus we did not test for mycoplasma contamination. We did, however, check that our cell cultures genuinely involved only yeast cells with a flow cytometer and colony assays.
Commonly misidentified lines<br>(See ICLAC register)	No commonly misidentified cell lines were used.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	Yeast cells were taken from single colonies on agar pads. They were then incubated in clear, transparent minimal media (described in the methods) for the growth experiments. We then took aliquots (usually 200 uL) from the liquid culture and transferred each aliquot into a well in a 96-well plate. The High-Throughput Sampler of BD FACSCelesta injected these samples into the flow cytometer.
Instrument	BD FACSCelesta with High-Throughput Sampler and three lasers: 405 nm (violet), 488 nm (blue), 561 nm (yellow/green)
Software	MATLAB R2020
Cell population abundance	We reported all yeast cells that the flow cytometer detected; we did not exclude any yeast cells. As a control, flowing PBS without any cells yielded no detected events in the gate settings that we used
Gating strategy	Supplementary Fig. 44c shows the gating strategy.<br><br>Moreover, the Methods section describes the settings of our flow cytometer. We repeat this information below:<br><br>For GFP: PMT: 485V, Filter: 530/30, Mirror: 505LP, Channel: FITC, Blue laser (488nm)<br>For mCherry: PMT=498V, Filter 640/40, Mirror: 595LP, Channel: mCherry, Yellow-green laser - (561nm)<br>The choice for mCherry gates for PI staining did not change the results that we reported, as populations of stained cells and unstained cells were separated by several orders of magnitude.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

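Yeast cultures at 1 °C, 5 °C and 30 °C were labelled with 4tU for different times, and labelled RNA and steady-state RNA were sequenced as stranded total RNA after depletion of ribosomal RNA. All 109 samples could be mapped to a temperature, GSH concentration, time and replicate from their labels and the paper, and each condition and time has 3 replicates, except 3 h and 12 h at 5 °C with high [GSH], which have 2 here. The labels call them biological replicates, and no sequencing batch or date is given in the sources used here. A difference in processing between temperatures therefore cannot be told from temperature.
The authors quantified each library with Salmon (the paper names v1.5.1) against a joint set of 13700 transcripts, and the submitters' processing notes name the build R64. The deposited TPM values are relative abundances over the transcripts of both yeasts, and the estimated counts deposited beside them are Salmon's expected reads per transcript, which need not be whole numbers. The coding lengths of 99.9% of the S. cerevisiae mRNA models are multiples of 3, so they hold no untranslated regions and the text speaks of coding length. Counts of RNA FISH spots and the authors' conversion to mRNA per cell were not used here.
Gene names, types and coordinates came from the R64 annotation. Of the S. cerevisiae transcripts, 5876 matched nuclear protein-coding genes, and 656 open reading frames that the annotation does not list as protein-coding were left out. This set of genes was chosen after the files were seen, and all S. cerevisiae transcripts were tried as an added alternative. Replicates were compared for libraries present more than once: of 107 pairs, 0 were identical, and the lowest chi-square per degree of freedom over genes with at least 20 reads was 4.24.
The spike-in ratio is the summed TPM of the 5876 genes over the summed TPM of S. pombe transcripts. Synthesis rate k and decay rate d were fitted per culture by least squares, with the half-life bounded between 0.1 times the first labelled time and 20 times the last. On 200 simulated curves with 10% noise per setting, a true half-life of 24 h at 1 °C was returned with a median of 23.9 h, and one of 0.667 h at 30 °C with a median of 0.570 h and 20.5% of fits at the upper bound, so a 20 min series limits what half-life it can resolve. Groups were compared with 2-sided exact permutation tests (scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and Python 3.11.15).
Estimated counts were rounded and tested with edgeR 4.0.16 (quasi-likelihood, TMM, filterByExpr; R 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. TMM sets a trimmed mean of genes to no change, so a log2 fold change is not that of a gene's share of all mRNA, and library sizes equal to the summed mRNA reads, which give that share, were tried as an added alternative. All 15 steady-state libraries entered 1 fit (5697 genes), and so did the 12 cold cultures, summed over labelled times (5807 genes), and the low [GSH] cold libraries by time (5770 genes). The fit by time took the libraries of a culture at different times as independent. Sums ran over 6, 12, 24, 48 and 96 h at 1 °C and over 1.5, 6, 24, 48 and 96 h at 5 °C, and held 63000601 to 135855745 mRNA reads per culture. Reads were summed as they stand, so deeper libraries weigh more. At 1 °C, low [GSH] replicate 1 had 47877835 mRNA reads at 48 h and 12204713 at 96 h, and replicate 2 had 33461275 and 29012763. Cultures thus mix the times unequally. With 200 genes changed in simulated counts, edgeR recovered 83.3% of 2-fold changes in the comparison of 1 °C with 30 °C (5697 genes) and 93.9% in that of GSH in labelled mRNA at 5 °C (5807 genes). Changes of 1.41-fold were recovered at 51.9% and 62.7% in the same simulations. For GSH in steady-state mRNA at 5 °C, 89.8% of 2-fold and 50% of 1.41-fold changes were recovered. Between early and late labelled mRNA at 5 °C, these were 84.3% and 32.7%, the lowest for 1.41-fold changes. Simulated counts were drawn independently per gene and library, with no structure shared by the genes of a culture. In real labelled mRNA at 5 °C another split of the GSH cultures called 297 genes, so recovery there may be lower.
Before the data were examined, 32 gene lists, the tests, the alternatives and the rule for named genes were written down. The rule takes, per comparison, the 8 genes with the largest rise and the 8 with the largest fall among named genes that passed the test, had at least 100 counts on average in the higher group and did not overlap between groups. To these it adds the 2 members with the smallest adjusted p of each list past its test, and every gene the paper names. For half-lives it takes the 5 shortest and the 5 longest not at a bound at 5 °C, with at least 500 reads on average, and the FISH probe genes. The text prints a subset of these genes, picked after their values were seen. Lists were tested with limma camera 3.58.1 at a preset correlation of 0.01, with an estimated correlation beside it. The written rule gave 2 minimum sizes for a list, and after a first look the test was kept to lists of more than 10 measured members, with counts alone for the others. Gene half-lives were fitted for genes with at least 50 reads on average over the labelled libraries of a temperature, and a list's median was set beside 10000 random lists matched in 10 bins of expression. Genes were called near-identical where at least 20% of the 31-base words of the coding sequence occur in another gene (246 genes), and their single values are uncertain because Salmon divides shared reads.
Replicate numbers were checked for pairing by the correlation of deviations from the group means. Every pair was over 0.1 only for high against low [GSH] in steady-state mRNA, at 1 °C (0.37, 0.17 and 0.39) and at 5 °C (0.38, 0.52 and 0.36), so the pairing there is read from the data. The paper states that experiments used at least 3 colonies on different days, and no source used here says that a replicate number marks the same day in different conditions. Between early and late labelled mRNA, a number is taken as 1 culture sampled over time, as the paper describes the labelling, so these libraries are paired, with correlations of 0.21, 0.02 and -0.26 at 1 °C and 0.57, -0.25 and 0.22 at 5 °C. In the 2 GSH comparisons the fit with the replicate number as a block called 0 genes, as did the fit without it. The block gave each replicate number an effect shared by all groups and temperatures of the fit. Pairing within a temperature was therefore modelled only in part. With the block, the camera test of TCA and glyoxylate cycle genes at 1 °C had adjusted p = 0.0513 in place of 0.0455.
Alternatives covered the times fitted, the subtraction of background, the unit of the ratio, the spike-in scaling, the genes summed, the plateau, weights, DESeq2 1.42.0, limma voom, filters on low counts, library sizes, samples in the fit, the replicate block, coding length and leaving out each replicate. The median over S. pombe genes used the 500 most abundant, a number set after the smallest library made the median over all of them unstable. Microscopy, growth, knockout and mCherry measurements were not analysed here.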

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

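The tests of library size, of S. pombe non-coding RNA, of the amount of spike-in and of other splits were chosen after the results were seen, while those of coding length, uridines and shared reads were set before.
From 48 h to 96 h, a time Fig. 5b does not plot, labelled mRNA per spike-in fell in 6 of 6 cultures at 1 °C (mean fold 0.748, range 0.535 to 0.853) and rose in 6 of 6 at 5 °C (mean fold 1.44, range 1.24 to 1.92; 2-sided exact permutation test of the difference, p = 0.00216, the smallest it can give). The change in total reads went with that of the ratio in at most 8 of 12 cultures, counted over both temperatures. At 5 °C total reads hardly changed (log2 -0.074 to 0.083) while the ratio rose in 6 of 6, which argues against library size there. At 1 °C total reads fell with the ratio except in high [GSH] replicate 1 (log2 0.72), so library size stays open there. The tables argue against S. pombe non-coding RNA, since 12 of 12 cultures kept their direction with protein-coding S. pombe transcripts only. An unequal amount of spike-in would by itself move all S. cerevisiae RNA alike, and at 5 °C the log2 change of mRNA lay -0.55 (SD 0.185, n = 6 cultures) from that of other RNA, with both higher in 6 of 6. At 1 °C that difference was -0.23 (SD 0.289, n = 6), and other RNA fell with mRNA in 3 of 6 cultures. Since other RNA can change by itself, these values exclude an unequal amount of spike-in at neither temperature, and it stays open, as does a difference between the temperatures in synthesis or decay after 48 h, which was not tested.
At 96 h the labelled mRNA per spike-in was 123 to 523 times that at 0 h in the 12 cold cultures, the lowest in low [GSH] replicate 3 at 5 °C. That low fold comes from its time 0 ratio of 0.229, against 0.0383 and 0.0298 in replicates 1 and 2. Its 96 h ratio of 28.2 is the highest of its group.
Between 1.5 h and 48 h at 5 °C, 3684 of 5770 genes changed on the TMM scale by edgeR (1852 higher, 1832 lower), or 5224 higher and 9 lower with S. pombe library sizes and 3495 with the trend on coding length removed (2987 shared), with respiratory genes up and ribosome biogenesis genes down (the latter at a median of 0.99 with S. pombe library sizes). With summed mRNA reads as library size, chosen after seeing the data, which gives a gene's share, 3610 changed. Shorter coding sequences tended to rise (Spearman's rho -0.32 across genes, which are not independent), but with the trend on coding length removed the respiratory genes kept a median log2 fold change of 1.65 (SD of culture medians 0.0689), and with that on uridines 1.65 (SD 0.0564), while ribosome biogenesis stood at -1.01 in both, which argues against either as the whole cause. Reads shared between near-identical genes gave no test, because 0 of 127 members have such a copy and the median stayed at 1.93. Differences in decay between mRNAs stay open as a hypothesis, since the fitted half-lives come from the same libraries and are no independent test. Of 10 splits of the 6 libraries, 1, the real one, gave as many calls, and the highest other gave 0, but 10 splits are too few for a share under 0.05. Of these, 4 put 1 library of each culture in either group, as the real one does, and the highest other of them gave 0, as did the splits that do not.
Between 6 h and 48 h at 1 °C, 2951 of 5770 genes changed (1480 higher, 1471 lower; 4705 and 8 with S. pombe library sizes; 2241 with the trend on coding length removed, of which 1735 shared and 158 of the first count changed sign; 1 of 10 splits gave as many, the highest other 120 among the 4 that part every culture and 64 among those that do not, too few splits for a share under 0.05).
In steady-state mRNA, for which the paper's main text describes no comparison across genes (its supplementary figures were not used here), 4179 of 5697 genes differed between 1 °C and 30 °C (1 of 10 splits gave as many, the highest other 2), 4242 between 5 °C and 30 °C (1 of 10, the highest other 0) and 3344 between 1 °C and 5 °C (1 of 10, the highest other 0), and these splits are again too few for a share under 0.05. Groups did not overlap in 69.0%, 74.2% and 67.7% of genes, where chance gives 10%. Read depth went with temperature: low [GSH] steady-state libraries held 35664705 to 42970939 reads at 1 °C and 16965260 to 17746220 at 5 °C. Those at 30 °C held 26824283 to 60955974. No batch is given, so a difference in processing between temperatures cannot be told from temperature in these counts.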

How the results depend on the processing

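The alternatives with only protein-coding S. pombe transcripts, with k divided by the steady-state ratio, with all S. cerevisiae transcripts, with summed mRNA reads as library size, and without the 30 °C 5 min library of replicate 1 were chosen after seeing the data. Of the main results, 154 of 217 settings fixed in advance kept the direction and side of the threshold or, for a value not judged by a test in this count, moved by less than 1 SD between cultures. Of the rest, 19 were weaker and 9 stronger, 35 moved by more, and 0 results judged by a test reversed. By the same measure, 179 of 186 were kept with a replicate left out (5 weaker, 2 stronger). The rate at 5 °C over that at 1 °C, 0.856, was judged in this count by its SD alone, and it turned above 1 without replicate 3 (1.10, and 0.755 to 0.784 without the others) and with weights (1.08). Of single genes, 799 of 842 such settings were the same (13 weaker, 6 stronger, 7 moved, 17 reversed), and 694 of 702 with a replicate left out (1 stronger, 6 moved, 1 reversed). Of half-life medians of gene lists, 140 of 180 were the same and 40 moved, 38 of them with the 96 h libraries, and 174 of 180 with a replicate left out. The causes of these changes were not tested. Depth limits the 30 °C 5 min library of replicate 1, with 56059 reads. The 2 cultures at a bound of the fit, replicates 2 and 3, have 5 min libraries of 18670205 and 11661611 reads.
Orders are given as the statistic of the exact permutation test over 9 low [GSH] cultures, negative where the value falls from 1 °C to 30 °C, and that of the half-life rests on the bound at 30 °C, which lies below every value at 1 °C. With the 96 h libraries, the half-lives were 8.66 h (1 °C), 8.59 h (1 °C, high [GSH]) and 17.4 h (5 °C), the rate at 5 °C was 0.462 times that at 1 °C, the orders were -15 for half-life (exact p = 0.104) and 7 for rate (exact p = 0.519), and the medians of gene half-lives were 6.82 h at 1 °C and 13.5 h at 5 °C. With a free offset, the half-life at 5 °C with high [GSH] was 85.8 h and the rate order 7 (exact p = 0.519). With estimated counts in the ratio, the half-life at 1 °C with high [GSH] was 8.83 h and the rate order 15 (exact p = 0.123). With the median over S. pombe genes, the rate at 30 °C was 149.9 times that at 5 °C and 123.4 times that at 1 °C, with a rate order of 13 (exact p = 0.189), and without the smallest 30 °C library these folds were 8.10 and 6.67 and the order 13 (exact p = 0.189). Without the 50 most abundant genes the rate order was 17 (exact p = 0.0738). With the plateau fixed, half-lives were 4.06 h, 6.10 h, 1.62 h, 1.81 h and 0.698 h (1 °C, 1 °C high [GSH], 5 °C, 5 °C high [GSH] and 30 °C) and the rate order 9 (exact p = 0.388). With weights, the half-life order was -15 (exact p = 0.110) and the rate order 9 (exact p = 0.388). With protein-coding S. pombe transcripts they were -15 (exact p = 0.110) and 15 (exact p = 0.123). With k over the steady-state ratio, the rate at 5 °C was 1.87 and that at 30 °C 17.4 times that at 1 °C. The rate order was then 27 (exact p = 0.00119), to which the fall of the steady-state ratio itself contributes. Without replicate 1, 2 or 3, 6 cultures remain and the statistic has a smaller range, with -8, -10 and -8 for half-life (exact p = 0.133, 0.0667 and 0.178) and 6, 6 and 12 for rate (exact p = 0.33, 0.33 and 0.0222). Without the 30 °C 5 min library of replicate 1 alone, the orders were -19 and 19, as with it.
With an estimated correlation, camera called 0 lists in 9 comparisons and 4 between early and late labelled mRNA at 5 °C. With library sizes from S. pombe reads, the calls were 29 (GSH, steady state, 1 °C), 1 (5 °C), 3 (their difference), 19 (GSH, labelled, 1 °C), 2 (5 °C) and 4713 (early and late at 1 °C). DESeq2 called 4 genes for GSH in labelled mRNA at 1 °C, limma voom 1 there and 1 at 5 °C, and edgeR 0 to 2 with a replicate left out (2 without low [GSH] replicate 2, 1 without high [GSH] replicate 2). The fit with the replicate number as a block called 4137, 4207 and 3281 genes between 1 °C and 30 °C, 5 °C and 30 °C, and 1 °C and 5 °C, 0 for GSH, and 3058 and 3745 between early and late at 1 °C and 5 °C, where a number pairs the samples between early and late, as 1 culture over time, and for GSH at steady state, and not in the others. The block gave each number an effect shared by all temperatures of the fit, so it models that pairing only in part. Shared with the fit without it were 4100 of 4179, 4177 of 4242, 3239 of 3344, 2927 of 2951 and 3675 of 3684 calls. Among camera tests it ended the call of the TCA list for GSH at steady state at 1 °C, and gave calls for antioxidant enzymes at 1 °C against 5 °C (adjusted p = 0.0447), phosphate response for GSH in labelled mRNA at 5 °C (adjusted p = 0.0394) and ergosterol synthesis between early and late at 1 °C (adjusted p = 0.0496), and it changed no other call of a list.
With S. pombe library sizes, genes turned direction at 1 °C against 30 °C: GSH2 0.17, RPL27B 0.24, RPB5 0.39, TIF4631 0.56, CDC33 0.35, RPS3 0.84, RPL3 1.13, RPO21 1.40 and RPB3 2.20. RPB3 had 0.075 with upper quartile scaling, 0.56 with summed mRNA reads as library size, 0.16 with S. pombe sizes at 5 °C against 30 °C, and -0.10 to 0.045 with a replicate left out (0.045 without 30 °C replicate 3). Between early and late, RIX1 had 0.14, CLN1 0.077, RPL3 0.14 and WHI5 0.13 at 1 °C, and RPA135 0.057 and RPS3 1.05 at 5 °C. Without the 50 most abundant genes, TPM at 1 °C, 1 °C high [GSH], 5 °C, 5 °C high [GSH] and 30 °C was 136.9, 132.0, 333.3, 305.0 and 153.1 for RPO21, 135.1, 131.5, 74.1, 75.3 and 85.8 for RPB3, 1446, 1507, 800.6, 851 and 2417.7 for RPS3, and 1397, 1347.9, 1067.9, 1104.7 and 1895.9 for RPL3.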

Differences from the paper's values

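The half-life of mRNA at 30 °C was 320.6 min here, with 2 of 3 cultures at the upper bound, and the paper's value is 20 min. Of the alternatives set before the data were examined, that with the plateau fixed at the steady-state ratio did not differ: its cultures gave 6.01, 12.6 and 107 min, a mean of 41.9 ± 56.5 min (SD, n = 3), and the paper's value lies within 1 SD of it. The others differed, with 400 min with weights, 314.9 min without subtraction of background, 288.9 min with a free offset, 290.6 min with estimated counts, 266.8 min with the median over S. pombe genes, 308.5 min without the 50 most abundant genes and 280.9 to 400 min without a replicate. With the plateau fixed, the SD is larger than the mean, so a wide range of short values would not differ either. In replicate 1 that plateau lies below the labelled ratio at 20 min (3.39 against 4.08), so no agreement with the paper is read from that setting. Alternatives chosen after seeing the values gave 400 min with protein-coding S. pombe transcripts, 274.7 min without the smallest 5 min library (24.0 min in its culture, replicate 1) and 400 min with both that library left out and the median over S. pombe genes. The 24.0 min comes from 2 times fitted with 2 parameters, so no agreement with the paper is read from it.
Rates in units of the spike-in ratio were put on the paper's scale by setting the rate at 1 °C to the paper's rate at that temperature, so they are scaled values and no count per cell. At 5 °C this gave a scaled rate of 598.9 mRNA per hour against the paper's 2000, with 323.5 to 768.9 under the alternatives set before the data were examined, all of which differed, and 1311 with k divided by the steady-state ratio, chosen after seeing the values. At 30 °C it gave a scaled rate of 3889 mRNA per hour against the paper's 58000. Of the alternatives set before the data were examined, the median over S. pombe genes gave 86360, less than 1.5 times the paper's value, and the others gave 2238 to 6969, which differed. Without the smallest 30 °C library, that setting gave 4670, and k divided by the steady-state ratio gave 12185, both chosen after seeing the values.
The paper states that synthesis is faster at 5 °C than at 1 °C, and here, in units of the spike-in ratio and not per cell, the fitted rates did not order the 2 temperatures (exact permutation p = 1). The rate at 5 °C was 0.856 times that at 1 °C, 1.10 times without replicate 3 and 1.08 times with weights. Divided by the steady-state ratio, an alternative chosen after seeing the values, the rate at 5 °C was 1.87 times that at 1 °C. The cultures did not overlap in it (exact permutation p = 0.1, the smallest possible). The steady-state ratio itself was lower at 5 °C (4.97 against 10.8 at 1 °C), while the mean rate before division was not higher. The 1.87 thus comes from the divisor and is not read as faster synthesis. Fig. 5b shows plateaus, read by eye, of about 2.7, 1.8 and 1.2 in units of 10,000 mRNA per cell at 30 °C, 5 °C and 1 °C. Here the plateau per spike-in was 24.0 at 1 °C, 10.7 at 5 °C and 47.6 at 30 °C, the last an extrapolation beyond the labelled times, and the steady-state ratio was highest at 1 °C. The paper finds no effect of added GSH on the rates, and here the exact permutation test of the rate gave p = 0.06 and that of the half-life p = 0.12. The half-lives at 1 °C (12.7 h, the paper's value is 14 h) and at 5 °C (6.49 h, the paper's value is 7 h) lie within 1 SD of the paper's. Among the alternatives set before the data were examined, they differed with the plateau fixed (4.06 h and 1.62 h) and with the 96 h libraries (8.66 h and 17.4 h), as did that at 1 °C with estimated counts (9.01 h). These were judged by the SD of the main fit, whereas the 30 °C value with the plateau fixed was judged by that of its own cultures. By the SD of the main fit (2.85 h), 5 °C with estimated counts (4.44 h) did not differ, although the paper's value is over 1.5 times as long.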

Other observations

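The tests of other splits and of the order shared by both temperatures were chosen after the results were seen. In steady-state mRNA at 1 °C against 30 °C with low [GSH], 2103 genes rose and 2076 fell on the TMM scale, which sets a trimmed mean of genes to no change. The scale matters: with summed mRNA reads as library size, chosen after seeing the data, which gives a gene's share of all mRNA reads, the median of all genes is 0.64 and the split is 3648 and 939, and the medians of the first 4 lists below are -0.93, -0.80, -0.72 and -0.74. With library sizes from S. pombe reads the median of all genes shifts by 2.29 and the split is 5334 and 39, and with the upper quartile the shift is 0.15 with 2455 and 1793. Of 135 cytosolic ribosomal proteins, 133 fell and 1 rose, also adjusted over the list alone (median -1.55, limma camera adjusted p = 1.14e-23, and adjusted p = 0.23 with an estimated correlation; 0.74 with S. pombe library sizes). Of 44 genes of amino acid synthesis under Gcn4, 41 fell and 1 rose (median -1.40, camera adjusted p = 6.78e-12, adjusted p = 0.23 with an estimated correlation; 0.87 with S. pombe library sizes), among them ARG3 at -5.12. Of 44 respiratory chain and ATP synthase genes, 37 fell and 5 rose (median -1.33, camera adjusted p = 9.93e-09, adjusted p = 0.23 with an estimated correlation; 0.95 with S. pombe library sizes), with CYC1, cytochrome c at chromosome X 526335 to 526664, at -5.41 (standard error 0.26, adjusted p = 2.4e-10). Of 39 antioxidant and glutathione enzymes, 30 fell and 7 rose (median -1.34, camera adjusted p = 0.00031, adjusted p = 0.372 with an estimated correlation; 0.90 with S. pombe library sizes), and CTT1 was at -2.38 (-0.090 with S. pombe library sizes). AZR1, a plasma membrane transporter at chromosome VII 942806 to 944647, rose by 8.04 (standard error 0.26, adjusted p = 2.1e-11), from 0.592 ± 0.294 to 145 ± 23.1 CPM (SD, n = 3 each). Meiosis and sporulation genes rose in 16 of 23 cases and fell in 2 (median 1.54, camera adjusted p = 0.00112, adjusted p = 0.23 with an estimated correlation), with SPR3 at 4.80, and 3 of 4 alpha-cell genes rose, with MF(ALPHA)1, the alpha-factor gene, at 5.70 (standard error 0.41, adjusted p = 1.28e-08), although the strain is MATa. Of 29 iron regulon genes, 20 rose and 4 fell (median 0.94, camera adjusted p = 0.000904, adjusted p = 0.245 with an estimated correlation), with the siderophore transporters SIT1 at 4.39 and ARN2 at 2.79. All of these list counts were the same adjusted over the list alone.
At 5 °C against 30 °C, 2080 genes rose and 2162 fell (3403 and 357 with S. pombe library sizes, a shift of 0.92, and 2779 and 1479 with summed mRNA reads as library size, a shift of 0.29). Cytosolic ribosomal proteins fell in 134 of 135 cases (median -1.95, camera adjusted p = 5.32e-27, adjusted p = 0.297 with an estimated correlation), and ribosome biogenesis genes in 65 of 83, with 4 higher (66 and 4 adjusted over the list alone; median -0.84, camera adjusted p = 1.45e-09, adjusted p = 0.357 with an estimated correlation; 0.09 with S. pombe library sizes). Autophagy and vacuole genes rose in 17 of 20 cases with 2 lower (median 1.11, camera adjusted p = 0.000336, adjusted p = 0.155 with an estimated correlation), with ATG33 at 2.05. TIR1, a cold-induced cell wall mannoprotein, rose by 6.25 (standard error 0.22). At 1 °C against 5 °C, 1700 genes rose and 1644 fell (4924 and 73 with S. pombe library sizes, a shift of 1.36, 2249 and 1234 with the upper quartile, a shift of 0.18, and 2909 and 888 with summed mRNA reads as library size, a shift of 0.33). Ribosome biogenesis genes rose in 73 of 83 cases with 1 lower (median 0.78, camera adjusted p = 1.53e-18, adjusted p = 0.173 with an estimated correlation). Amino acid synthesis genes under Gcn4 fell in 42 of 44 cases with 0 higher (median -1.43, camera adjusted p = 2.33e-20, adjusted p = 0.159 with an estimated correlation), with HIS4 at -3.88 (standard error 0.17, adjusted p = 9.68e-10). Chaperones fell in 30 of 36 cases with 3 higher (32 and 3 adjusted over the list alone; median -1.06, camera adjusted p = 2.8e-10, adjusted p = 0.118 with an estimated correlation; 0.27 with S. pombe library sizes), with HSP78 at -2.99, HSP26 at -3.16 and HSP104 at -1.37 (-1.65, -1.87 and -0.020 with S. pombe library sizes). Counts without a second pair were the same adjusted over the list alone.
The change from early to late labelled mRNA was compared between 1 °C and 5 °C, on the hypothesis that the order in which mRNAs accumulate is shared. Spearman's rho was 0.712 across 5770 genes, which are not independent, and 0.683 with the trends on coding length removed. Higher in both were 1134 genes, where independent lists would give 475, and lower in both 1130, where they would give 467, against 74 that went opposite ways. This is consistent with a shared order, found and tested on the same libraries, and a shared dependence on coding length beyond the trend removed stays open.
For GSH, 10 of 10 splits gave as many calls as the real 0 in each of the 4 comparisons, and 100 of 100 drawn for the difference of the GSH effect between temperatures, since the real count was 0 (61 genes at an unadjusted p under 0.05, 0 by DESeq2). The highest other split gave 0, except for labelled mRNA at 5 °C, where the highest called 297 genes and the real one 0, which points to a structure of those cultures besides GSH. High [GSH] replicate 1 there correlates best with another replicate number of low [GSH] (0.709). In labelled mRNA at 5 °C, ribosome biogenesis genes had a median of -0.12 with high [GSH] (camera adjusted p = 4.07e-13, adjusted p = 0.429 with an estimated correlation; 0.07 with S. pombe library sizes) and respiratory genes 0.19 (camera adjusted p = 1.53e-09, adjusted p = 0.429 with an estimated correlation), with 0 of their members past edgeR's test, also adjusted over the list alone. In steady-state mRNA at 1 °C, ribosome biogenesis genes had a median of -0.09 (camera adjusted p = 6.22e-07, adjusted p = 0.635 with an estimated correlation).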
